# Effects of iron loading on muscle: genome-wide mRNA expression profiling in the mouse

**DOI:** 10.1186/1471-2164-8-379

**Published:** 2007-10-19

**Authors:** Alejandra Rodriguez, Mika Hilvo, Leena Kytömäki, Robert E Fleming, Robert S Britton, Bruce R Bacon, Seppo Parkkila

## Abstract

**Background:**

Hereditary hemochromatosis (HH) encompasses genetic disorders of iron overload characterized by deficient expression or function of the iron-regulatory hormone hepcidin. Mutations in 5 genes have been linked to this disease: *HFE*, *TFR2 *(encoding transferrin receptor 2), *HAMP *(encoding hepcidin), *SLC40A1 *(encoding ferroportin) and *HJV *(encoding hemojuvelin). Hepcidin inhibits iron export from cells into plasma. Hemojuvelin, an upstream regulator of hepcidin expression, is expressed in mice mainly in the heart and skeletal muscle. It has been suggested that soluble hemojuvelin shed by the muscle might reach the liver to influence hepcidin expression. Heart muscle is one of the target tissues affected by iron overload, with resultant cardiomyopathy in some HH patients. Therefore, we investigated the effect of iron overload on gene expression in skeletal muscle and heart using Illumina™ arrays containing over 47,000 probes. The most apparent changes in gene expression were confirmed using real-time RT-PCR.

**Results:**

Genes with up-regulated expression after iron overload in both skeletal and heart muscle included angiopoietin-like 4, pyruvate dehydrogenase kinase 4 and calgranulin A and B. The expression of transferrin receptor, heat shock protein 1B and DnaJ homolog B1 were down-regulated by iron in both muscle types. Two potential hepcidin regulatory genes, hemojuvelin and neogenin, showed no clear change in expression after iron overload.

**Conclusion:**

Microarray analysis revealed iron-induced changes in the expression of several genes involved in the regulation of glucose and lipid metabolism, transcription and cellular stress responses. These may represent novel connections between iron overload and pathological manifestations of HH such as cardiomyopathy and diabetes.

## Background

It is crucial for the human body to maintain iron homeostasis. Since there is no adjustable mechanism to influence iron loss from the body, tight regulation of iron absorption at the intestinal level is vital [1]. In order to maintain iron balance, iron export from enterocytes, reticuloendothelial macrophages and hepatocytes into the blood stream has to be controlled as well. Functional derangement of proteins involved in these regulatory mechanisms can cause hereditary hemochromatosis (HH, OMIM-235200). This genetic disorder of iron overload is characterized by high transferrin saturation, low iron content in macrophages, and deposition of iron in several organs including the liver, heart, and pancreas. Causative mutations for HH have been described in several genes, namely *HFE*, *TFR2 *(encoding transferrin receptor 2), *HJV *(encoding hemojuvelin), and *HAMP *(encoding hepcidin) [2-7]. It has been proposed that these mutations cause deficient hepcidin synthesis [4,5,8,9].

The antimicrobial peptide hepcidin is the central regulator of iron metabolism. It is produced mainly in the liver and exerts its function by binding to the iron export protein, ferroportin, inducing its internalization and degradation [10]. Ferroportin is located in the cellular membranes of enterocytes, reticuloendothelial cells, hepatocytes and placental cells [11]. Therefore, hepcidin acts to decrease the export of iron from these cells into the circulation.

Hemojuvelin is a glycosyl phosphatidylinositol-anchored protein which belongs to the repulsive guidance molecule (RGM) protein family [4,12]. Recent studies suggest that hemojuvelin exists in two forms. One is a rarer full-length protein shed to the extracellular fluid, where it has a long half-life. The other is a smaller, membrane-associated disulfide-linked heterodimer, which is a more abundant but shorter-lived form composed of N- and C-terminal fragments [13,14]. According to latest studies the most common mutation in hemojuvelin (G320V) affects the targeting of the membrane-associated form and reduces the amount of the soluble form [15]. Interestingly, studies in cultured cells suggest that the two forms regulate hepcidin expression reciprocally by competing for a receptor binding site [14]. Evidence shows that hemojuvelin is a bone morphogenetic protein co-receptor, and its interaction with BMP initiates a signaling cascade that leads to regulation of hepcidin expression [16,17]. On the other hand, it has been observed that overexpressed hemojuvelin binds to the membrane receptor neogenin and that this interaction is required for the accumulation of iron in cultured cells [12]. Zhang *et al*. also showed that the G320V mutated hemojuvelin overexpressed *in vitro *was not able to bind neogenin, and that iron did not accumulate in the cells under these conditions. Furthermore, a recent study in cultured cells suggested that neogenin may mediate inhibition of hemojuvelin shedding in response to iron [18]. We have previously determined the sites of simultaneous expression of hemojuvelin and neogenin [19]. The highest expression of hemojuvelin transcript is found in the skeletal muscle and heart. Although *in vivo *evidence of a combined role of hemojuvelin and neogenin in iron homeostasis has not been provided yet, it has been suggested that hemojuvelin shed from skeletal muscle and heart by neogenin-dependent mechanism could reach the liver to influence hepcidin expression [12].

Cardiomyopathy develops in some HH patients [20]. In order to better understand the mechanisms behind pathological effects of iron overload in muscle cells, we have performed a genome-wide expression analysis of genes in skeletal muscle and heart of mice with or without dietary iron loading. Microarray data analysis identified several genes whose expression was either down- or up-regulated due to iron overload. These results may reveal novel links between iron overload and pathological manifestations of HH.

## Results

### Documentation of iron overload in the liver and heart of iron-fed mice

The mice were fed either standard (0.02% carbonyl iron) or high-iron (2% carbonyl iron) diet for 6 weeks. Iron concentrations of liver and heart specimens were determined to confirm the validity of the animal model. Figure 1A demonstrates that the livers of mice of all three strains were highly iron-loaded when fed an iron-rich diet. A much smaller increment in cardiac iron content after a high-iron diet was observed also in all three strains and in both genders (Figure 1B), although statistical significance was not reached in all the cases. Basal cardiac iron levels were lower than basal hepatic contents. In general, female mice showed slightly higher hepatic and cardiac iron levels than male mice.

**Figure 1:**
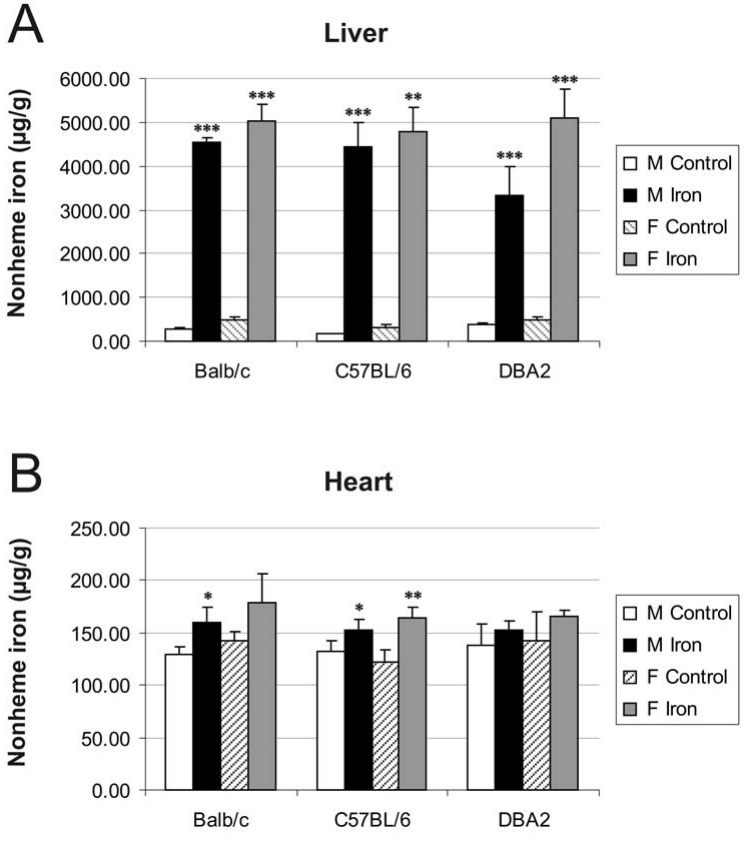
**Hepatic and cardiac non-heme iron concentrations**. Iron contents were studied in three strains of male and female mice fed either the control or high-iron diet. The result values are expressed as mean +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. F = female; M = male.

### Identification and validation of changes in gene expression induced by dietary iron overload in skeletal muscle and heart

We obtained a list of 14 genes with iron-induced up-regulated expression in skeletal muscle (Table 1) and forty with down-regulated expression (Table 2). 

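Heart and skeletal muscle (extensor digitorum longus) RNA from 3 male C57BL/6 mice fed the high-iron diet (2% carbonyl iron) and from 3 fed the control diet (0.02% iron) for 6 weeks was hybridized individually, which gives 12 arrays in 4 groups. The deposited values are the signal of each of 46133 probes on each array, before normalization, and the authors' own normalized table. Array medians of the signals before normalization were 183 to 337, in each group highest for replicate 1 and lowest for replicate 3. For the values given here, the signals were quantile normalized over the 12 arrays, the method the paper names, and taken to log2 without an offset. The diets were compared within each tissue with limma, and p was adjusted over all probes by the Benjamini-Hochberg method. Fold changes are ratios of mean normalized signals, with a minus sign for lower expression on the high-iron diet, as in Tables 1 to 4. Arrays of the 2 diets did not overlap for 10.2% of all probes in skeletal muscle and 7.79% in heart. With 3 arrays against 3, 10% would not overlap by chance, so a lack of overlap is weak evidence by itself. Of the probes, 29542 have 1 gene symbol, 11 have several and 16580 have none, and a gene with several probes is represented by its brightest. Detection p-values are not used here, so no bound for probes near background is given, and the number of arrays limits the precision.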

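In skeletal muscle, 10 probes were higher and 36 lower on the high-iron diet at an adjusted p under 0.05 (limma). The rise was largest for S100a8 and S100a9, which encode the subunits of calprotectin, and for Scd1. Cited2, a transcriptional coregulator, rose from 1577 ± 202 to 2376 ± 267 (SD, n = 3 mice per diet), a log2 fold change of 0.59 (standard error 0.0915, adjusted p = 0.00323 from limma). Galnt15, a glycosyltransferase gene, rose with a log2 fold change of 0.58 (adjusted p = 0.000369), and Fasn, fatty acid synthase, with 0.43 (adjusted p = 0.0430). The largest fall was that of Dnajb1, an Hsp40 chaperone, followed by probe 105700270, which has no gene name (log2 fold change -1.11, adjusted p = 0.00122). Slc25a25, a mitochondrial ATP-Mg/phosphate carrier, fell from 648 ± 32.5 to 319 ± 109.5 (log2 fold change -1.08, adjusted p = 0.000653). Mettl21c fell with a log2 fold change of -0.84, Nfil3 with -0.72, Id1 with -0.71 and Cdkn1a, a cell cycle inhibitor, with -0.66 (adjusted p from 2.68e-05 to 0.000286). Ppp1r3c, a glycogen-targeting phosphatase subunit, fell with -0.49 (adjusted p = 0.00252). By the paper's rule of 1.4-fold, 13 probes were on the list of higher and 41 on the list of lower expression, and 31 of these 54 also passed the test. Of the 37 gene symbols among the called probes, 25 stand in Tables 1 and 2. No probe passed when the arrays were scaled to one median in place of quantile normalization, and 2 passed in a single fit over all 4 groups with one shared spread. Without high-iron replicate 1, 27 probes passed, and 77 with the replicate number as a block.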

In the heart, iron loading resulted in the up-regulation of 35 genes (Table 3), while forty genes had down-regulated expression after iron overload (Table 4). 

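In the heart, the genes of smallest p over all 6 arrays included Txnip, an inhibitor of thioredoxin, at 1.96-fold, and Angptl4 among those with higher signals, and the actin gene Acta1 and the chaperone gene Hsph1 among those with lower signals, none of them past the threshold. Bdh1, a ketone body dehydrogenase gene, had -0.47 as its log2 fold change (standard error 0.0800), and was among the 5 probes of smallest p with lower signals. By the 1.4-fold rule 40 probes were higher and 36 lower on the high-iron diet, but no probe passed an adjusted p of 0.05 in limma (smallest adjusted p = 0.287), while 1180 had an unadjusted p under 0.05. A trended, robust prior gave 2 called probes and a single fit over all 4 groups gave 5. With array quality weights, added after the data were seen, none passed (smallest adjusted p = 0.068). Without control replicate 2 and high-iron replicate 1, a choice made after the data were seen, 28 probes passed, 16 higher and 12 lower. Txnip then rose from 3551 ± 44.5 to 6610.1 ± 749 (SD, n = 2 arrays per diet; log2 fold change 0.89, standard error 0.0916, adjusted p = 0.000190 from limma). Lgals4, which encodes a galectin, rose with a log2 fold change of 0.88 (adjusted p = 0.00115) and Rrad, a small GTPase gene, with 0.63 (adjusted p = 0.00641). Irx3, a homeobox gene, and Fbp2, the muscle fructose-1,6-bisphosphatase, rose with 0.60 and 0.52 (adjusted p = 0.0108 and 0.0291). Ppp1r3c fell with -0.68 (adjusted p = 0.00180). Of the 23 gene symbols called over the 4 arrays, 21 stand in Tables 3 and 4. That overlap is in part built in, since the tables come from these arrays. The 2 left out are also the pair that brought the values given for 2 hearts per diet nearest to those of the tables. The paper left out a set of failed probes and not whole arrays. It gives Lgals4, Rrad, Irx3 and Ppp1r3c from 3 hearts per diet.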

There were seven genes which were up-regulated in both the heart and skeletal muscle, while nine genes were down-regulated in both tissues.

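Over all 12 arrays, 5 genes were at least 1.4-fold higher on the high-iron diet in both tissues: Cited2, Cyp26b1, Pdk4, S100a8 and S100a9. Lists of these lengths would share 0.0152 genes if they were independent and every gene or unnamed probe, dim ones included, were equally likely to be listed. That value leaves out that both tissues came from the same mice and that probes differ in spread. It is therefore too low a yardstick to weigh the overlap by. Lower by 1.4-fold in both tissues were 10, namely Cdkn1a, Ddit4, Dnajb1, Errfi1, Hsp90aa1, Hspb1, Hsph1, Id1, Ppp1r3c and probe 105700270, which has no gene name. Independent lists would share 0.041 there, with the same limits. Cyp26b1, a retinoic acid hydroxylase, had a fold change of 1.59 in heart and 1.46 in skeletal muscle, with no test passed in either. Cited2 was 1.77-fold higher in heart, where control replicate 2 was low at 414. Errfi1, a feedback inhibitor of the epidermal growth factor receptor, was at -1.96 in heart and -1.74 in skeletal muscle. Ddit4, a stress-induced inhibitor of mTORC1, was at -1.50 and -1.51. By the same rule Scd1 was on the list of higher expression in skeletal muscle and of lower expression in heart, and Fos the other way round. With the 4 heart arrays that are left without control replicate 2 and high-iron replicate 1, the 5 shared genes with higher expression remained, and the shared genes with lower expression were Hsph1, Ppp1r3c, Tfrc and probe 105700270.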

**Table 1:** Genes with up-regulated expression in skeletal muscle during iron overload

**Gene name**	**Symbol**	**Accession**.	**Fold change**
Calgranulin A, S100 calcium binding protein A8	S100a8	NM_013650	2.80
Calgranulin B, S100 calcium binding protein A9	S100a9	NM_009114	2.26
Stearoyl-Coenzyme A desaturase 1	Scd1	NM_009127	1.75
Adipsin, complement factor D	Adn	NM_013459	1.62
Myosin light polypeptide 2	Myl2	NM_010861	1.60
UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyl transferase-like 2	Galntl2	XM_127638	1.56
cytochrome P450, family 26, subfamily b, polypeptide 1	Cyp26b1	NM_175475	1.49
cold inducible RNA binding protein	Cirbp	NM_007705	1.48
Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 2	Cited2	NM_010828	1.46
angiopoietin-like 4	Angptl4	NM_020581	1.45
epididymal protein Av381126		NM_183143	1.45
pyruvate dehydrogenase kinase, isoenzyme 4	Pdk4	NM_013743	1.40
myeloid/lymphoid or mixed lineage-leukemia translocation to 4 homolog (Drosophila)	Mllt4	XM_890447	1.40
6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3	Pfkfb3	NM_133232	1.40

Data obtained with 3 high-iron and 3 control samples.

**Table 2:** Genes with down-regulated expression in skeletal muscle during iron overload

**Gene name**	**Symbol**	**Accession**.	**Fold change**
major urinary protein 1	Mup1	NM_031188	-2.61
DnaJ (Hsp40) homolog, subfamily B, member 1	Dnajb1	NM_018808	-2.52
Heat shock protein 1B	Hspa1b	NM_010478	-2.40
solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 25	Slc25a25	NM_146118	-2.22
major urinary protein 3	Mup3	NM_010845	-2.21
FBJ osteosarcoma oncogene	Fos	NM_010234	-2.10
heat shock protein 1, alpha	Hspca	NM_010480	-1.91
early growth response 3	Egr3	NM_018781	-1.79
metallothionein 1	Mt1	NM_013602	-1.78
heat shock protein 105	Hsp105	NM_013559	-1.72
RIKEN full-length enriched library, clone:A530098C11 product: hypothetical SAM (and some other nucleotide) binding motif containing protein		AK041301	-1.70
ERBB receptor feedback inhibitor 1	Errfi1	NM_133753	-1.69
inhibitor of DNA binding 1	Idb1	NM_010495	-1.66
Transthyretin	Ttr	NM_013697	-1.65
Kruppel-like factor 4	Klf4	NM_010637	-1.65
nuclear factor, interleukin 3, regulated	Nfil3	NM_017373	-1.64
cyclin-dependent kinase inhibitor 1A	Cdkn1a	NM_007669	-1.62
RIKEN full-length enriched library, clone:D830037I21 product:weakly similar to RING ZINC FINGER PROTEIN SMRZ [Homo sapiens]		AK052911	-1.61
protein phosphatase 1, regulatory subunit 10	Ppp1r10	NM_175934	-1.61
connective tissue growth factor	Ctgf	NM_010217	-1.59
serine (or cysteine) proteinase inhibitor, clade H, member 1	Serpinh1	NM_009825	-1.58
cerebellar degeneration-related 2	Cdr2	NM_007672	-1.58
neural precursor cell expressed, developmentally down-regulated gene 9	Nedd9	NM_017464	-1.58
apolipoprotein A-II	Apoa2	NM_013474	-1.54
DNA-damage-inducible transcript 4	Ddit4	NM_029083	-1.54
PDZ and LIM domain 1	Pdlim1	NM_016861	-1.51
activating transcription factor 3	Atf3	NM_007498	-1.49
heat shock protein 1A	Hspa1a	NM_010479	-1.48
heat shock protein 1	Hspb1	NM_013560	-1.48
neural precursor cell expressed, developmentally down-regulated gene 9	Nedd9	NM_017464	-1.47
actin, alpha, cardiac	Actc1	NM_009608	-1.46
inositol hexaphosphate kinase 3	Ihpk3	NM_173027	-1.45
kidney androgen regulated protein	Kap	NM_010594	-1.44
metallothionein 2	Mt2	NM_008630	-1.44
8430408G22Rik		NM_145980	-1.43
cyclin-dependent kinase inhibitor 1A	Cdkn1a	NM_007669	-1.42
G0/G1 switch gene 2	G0s2	NM_008059	-1.42
fos-like antigen 2	Fosl2	NM_008037	-1.42
procollagen, type I, alpha 1	Col1a1	NM_007742	-1.41
dysferlin interacting protein 1	Dysfip1	NM_026814	-1.40

Data obtained with 3 high-iron and 3 control samples.

**Table 3:** Genes with up-regulated expression in the heart during iron overload

**Gene name**	**Symbol**	**Accession**.	**Fold change**
myosin, light polypeptide 7, regulatory	Myl7	NM_022879	7.68 **
myosin, light polypeptide 4, alkali	Myl4	NM_010858	6.32 **
seminal vesicle secretion 5	Svs5	NM_009301	5.21 **
seminal vesicle protein 2	Svp2	NM_009300	4.25 **
myosin binding protein H-like	Mybphl	NM_026831	4.14 **
angiopoietin-like 4	Angptl4	NM_020581	2.79 *
seminal vesicle protein, secretion 2	Svs2	NM_017390	2.61 **
pyruvate dehydrogenase kinase, isoenzyme 4	Pdk4	NM_013743	2.06 *
S100 calcium binding protein A8 (calgranulin A)	S100a8	NM_013650	1.96 *
S100 calcium binding protein A9 (calgranulin B)	S100a9	NM_009114	1.95 *
3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	Hmgcs2	NM_008256	1.82 **
Ras-related associated with diabetes	Rrad	NM_019662	1.81 **
thioredoxin interacting protein	Txnip	NM_023719	1.78 *
secretory leukocyte protease inhibitor	Slpi	NM_011414	1.69 **
dickkopf homolog 3 (Xenopus laevis)	Dkk3	NM_015814	1.68 **
START domain containing 10	Stard10	NM_019990	1.68 **
D site albumin promoter binding protein	Dbp	NM_016974	1.65 *
lectin, galactose binding, soluble 4	Lgals4	NM_010706	1.65 **
cytochrome P450, family 26, subfamily b, polypeptide 1	Cyp26b1	NM_175475	1.62 **
2310043N10Rik		XM_979471	1.55 *
cold inducible RNA binding protein	Cirbp	NM_007705	1.49 *
FBJ osteosarcoma oncogene	Fos	NM_010234	1.49 **
2900060B14Rik			1.49 *
early growth response 1	Egr1	NM_007913	1.46 *
1810015C04Rik		NM_025459	1.45 *
seminal vesicle secretion 1	Svs1	NM_172888	1.44 **
Iroquois related homeobox 3 (Drosophila)	Irx3	NM_008393	1.43 **
	BC031353	NM_153584	1.43 *
folliculin interacting protein 1	Fnip1	NM_173753	1.42 **
myosin, heavy polypeptide 7, cardiac muscle, beta	Myh7	NM_080728	1.42 **
Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 2	Cited2	NM_010828	1.41*
2610035D17Rik		XM_990633	1.41 **
a disintegrin-like and metalloprotease (reprolysin type) with thrombospondin type 1 motif, 1	Adamts1	NM_009621	1.40 *
fructose bisphosphatase 2	Fbp2	NM_007994	1.40 *
2300009N04Rik			1.40 *

*Data obtained with 2 high-iron and 2 control samples.

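The sample labels do not name the 2 heart arrays with problems. The 2 left out were picked as the control and the high-iron array with the lowest median correlation with the other heart arrays. Leaving them out was also checked on the 22 matched genes that Tables 3 and 4 mark as measured in 2 high-iron and 2 control hearts. In the authors' normalized table, leaving out control replicate 2 and high-iron replicate 1 gave a fold change within 5% of the paper's for 21 of the 22, and any other pair of 1 control and 1 high-iron array for at most 10. These 2 arrays had correlations of 0.929 to 0.939 with the other 4 heart arrays, by which they were picked (across probes, which are not independent replicates). On both of them 115 probes lay lower by at least 1 on the log2 scale than on any of the other 4 heart arrays, and 1 probe higher by as much. Egr1, an immediate early transcription factor, was at 3642 on control replicate 2 and 2015 on high-iron replicate 1, the arrays left out, and at 542 and 549 on the other controls. Over the other 4 arrays Egr1 was 1.45-fold higher (545 ± 4.66 to 790.0 ± 55.9, SD, n = 2 per diet; log2 fold change 0.53, adjusted p = 0.0226 from limma). Over all 6 arrays its fold change from mean signals was -1.32, while its log2 fold change, the value tested, was positive and did not pass the test. Cirbp, a cold-inducible RNA-binding protein gene, was 1.39-fold higher over the 4 arrays and 1.32-fold over all 6, with 379.6 on control replicate 2 and 453 on high-iron replicate 1, and passed the test in neither set. The paper gives failed hybridization of a set of probes on 2 heart arrays, 1 from each diet, as its reason for leaving values out. It left out those probes only and kept both arrays for the rest. Leaving out whole arrays goes further, and the paper's reason does not cover genes that it gives from 3 hearts per diet.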

** Data obtained with 3 high-iron and 3 control samples.

**Table 4:** Genes with down-regulated expression in the heart during iron overload

**Gene name**	**Symbol**	**Accession**.	**Fold change**
uncoupling protein 1, mitochondrial	Ucp1	NM_009463	-4.47 **
actin, alpha 1, skeletal muscle	Acta1	NM_009606	-2.79 *
chemokine (C-X-C motif) ligand 7	Cxcl7	NM_023785	-2.41 *
stearoyl-Coenzyme A desaturase 1	Scd1	NM_009127	-2.40 **
heat shock protein 1B	Hspa1b	NM_010478	-2.25 **
heat shock protein 105	Hsp105	NM_013559	-2.25 **
tubulin, beta 1, 2810484G07Rik	Tubb1		-2.15 *
Adipsin	Adn	NM_013459	-1.92 **
carbonic anhydrase 3	Car3	NM_007606	-1.91 **
DnaJ (Hsp40) homolog, subfamily B, member 1	Dnajb1	NM_018808	-1.90 **
ERBB receptor feedback inhibitor 1	Errfi1	NM_133753	-1.81 **
RIKEN full-length enriched library, clone:F830002E14 product: hypothetical Phenylalanine-rich region profile containing protein		AK089567	-1.69 **
fatty acid synthase	Fasn	NM_007988	-1.65 **
dickkopf homolog 3 (Xenopus laevis)	Dkk3	NM_015814	-1.61 *
Wnt inhibitory factor 1	Wif1	NM_011915	-1.60 **
glycoprotein 5 (platelet)	Gp5	NM_008148	-1.57 *
heat shock protein 1, alpha	Hspca	NM_010480	-1.53 **
	mt-Nd5		-1.52 *
adipocyte, C1Q and collagen domain containing	Acdc	NM_009605	-1.50 **
3-hydroxybutyrate dehydrogenase (heart, mitochondrial)	Bdh	NM_175177	-1.50 *
heat shock protein 1, beta	Hspcb	NM_008302	-1.49 **
4-aminobutyrate aminotransferase	Abat	NM_172961	-1.49 **
DNA-damage-inducible transcript 4	Ddit4	NM_029083	-1.49 **
cyclin-dependent kinase inhibitor 1A	Cdkn1a	NM_007669	-1.49 **
heat shock protein 1	Hspb1	NM_013560	-1.48 **
potassium voltage-gated channel, shaker-related subfamily, member 5	Kcna5	NM_145983	-1.46 **
CD9 antigen	Cd9	NM_007657	-1.45 *
protein phosphatase 1, regulatory (inhibitor) subunit 3C	Ppp1r3c	NM_016854	-1.44 **
RIKEN full-length enriched library, clone:2510042H12 product: weakly similar to RAT HEMOGLOBIN ALPHA CHAIN (FRAGMENT) [Rattus norvegicus]		AK011092	-1.44 *
immunoglobulin superfamily, member 1	Igsf1	NM_183336	-1.43 **
SRY-box containing gene 18	Sox18	NM_009236	-1.42 *
phosphatidylinositol (4,5) bisphosphate 5-phosphatase, A	Pib5pa	NM_172439	-1.41 *
transferrin receptor	Tfrc	NM_011638	-1.41 **
cysteine and histidine-rich domain (CHORD)-containing, zinc-binding protein 1	Chordc1	NM_025844	-1.40 **
eukaryotic translation elongation factor 2	Eef2	NM_007907	-1.40 **
FERM domain containing 5	Frmd5	NM_172673	-1.40 **
inhibitor of DNA binding 1	Idb1	NM_010495	-1.40 **
procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha 1 polypeptide	P4ha1	NM_011030	-1.40 **
protein O-fucosyltransferase 2	Pofut2	NM_030262	-1.40 *
1500015O10Rik		NM_024283	-1.40 **

*Data obtained with 2 high-iron and 2 control samples.

** Data obtained with 3 high-iron and 3 control samples.

From the lists of microarray results we selected 15 genes which presented the highest fold change values. 

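Of the genes chosen for Q-RT-PCR, Ppbp (Cxcl7), a platelet chemokine gene, had a signal of 683 ± 520.0 in control hearts and 385 ± 40.6 in hearts of iron-fed mice (SD, n = 3 mice per diet), a fold change of -1.78. The control mean rested on replicate 1 at 1283, with 371 and 395 on the other controls, and the log2 fold change of -0.58 did not pass the threshold in limma (standard error 0.38). Dnajb1 had a fold change of -2.10 in heart, where control replicate 2 was highest at 5293, and of -1.30 over the 4 arrays without that control and high-iron replicate 1. In neither set did it pass the test. Adn, Hspa1b and Mup1 are not named by the probe annotation used and have no value here.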

The expression levels of these genes were then analyzed in the same mouse strain (C57BL/6) by Q-RT-PCR (quantitative reverse-transcription PCR). Certainly, the results from these analyses showed a good correlation between the two methods; the expression of all the genes was regulated and displayed the same direction of change. The fold change values obtained from PCR experiments were all over 1.4 except for the *Tfrc *gene whose downregulation in the skeletal muscle reached the value of -1.36.

Representations of these Q-RT-PCR results are depicted in figures 2 and 3. In general, the fold-change values obtained by microarray analysis were smaller than those determined by Q-RT-PCR. This phenomenon has been described previously and is probably due to the fact that array analyses are less quantitative than Q-PCR [21].

**Figure 2:**
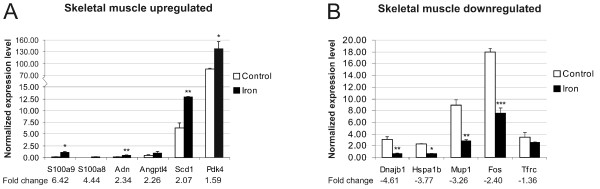
**Confirmation of microarray results for skeletal muscle by Q-RT-PCR**. The experiments were performed on samples derived from C57BL/6 male mice. The result values are expressed as mean of triplicate runs +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. A, Q-RT-PCR analysis of 6 genes with up-regulated expression after iron overload. B, Q-RT-PCR evaluation of 5 genes with iron-induced down-regulation of expression by microarray analysis.

**Figure 3:**
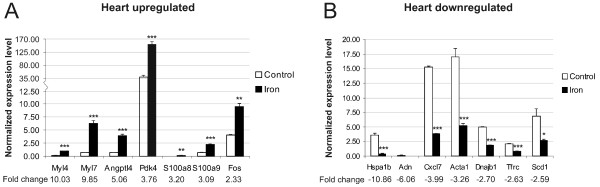
**Verification of data obtained for heart samples by microarray analysis using Q-RT-PCR**. Samples from C57BL/6 male mice were used in these experiments. The result values are expressed as mean of triplicate runs +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. A, Q-RT-PCR evaluation of seven genes with up-regulated expression after iron overload. B, Q-RT-PCR analysis of seven genes with iron-induced down-regulation of expression by microarray.

The hepatic mRNA levels of these 15 genes were also analyzed by Q-RT-PCR. The results for genes whose expression varied in the same direction in both skeletal muscle and heart after iron loading are shown together with their expression in the liver in Figure 4. The expression of four of the 15 genes (*Myl4, Myl7, Acta1 and Adn*) was considered negligible in the liver because of very low signal intensity. Among the 11 remaining genes only the hepatic expression of *Pdk4 *(shown in figure 4B) and Cxcl7 (fold change of +1.38, data not shown) was not significantly regulated by dietary iron.

**Figure 4:**
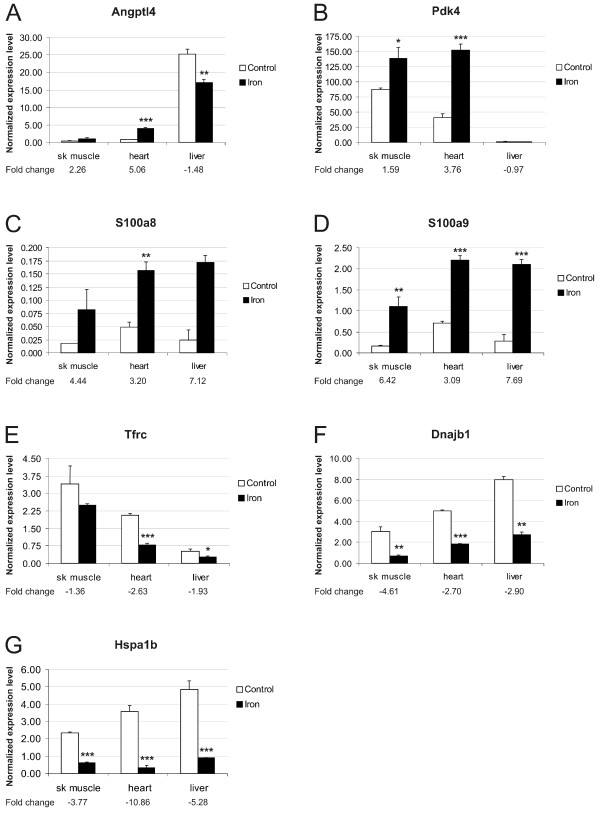
**Expression analysis of genes presenting same trend in muscular tissues and comparison with hepatic expression**. C57BL/6 male mice were used in this analysis. The result values are expressed as mean of triplicate runs +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. A-D, Genes with up-regulated expression in both skeletal muscle and heart after iron overload. E-G, Genes with down-regulated expression in skeletal muscle and heart after iron overload.

### Expression of genes involved in hepcidin regulatory pathway during dietary iron overload

One of the aims of this study was to explore the effect of dietary iron overload on the expression of the iron-related genes hemojuvelin (*Hjv*) and neogenin (*Neo*) in skeletal muscle and heart. We did not observe differential expression of these genes or any of the traditional iron-regulatory genes (such as *Cybrd1*, *Slc11a2*, *Slc40a1*, *Heph*, *Trfr2*, *Hfe *or *Hamp*) by the microarray approach, except for the transferrin receptor gene (*Tfrc*), which was down-regulated by iron in heart, skeletal muscle and liver (Figure 4E). 

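Hjv and Neo1, which encode hemojuvelin and its receptor neogenin, had similar signals on the 2 diets. Hjv signal was 13217 ± 349.8 on the control and 12693 ± 821 on the high-iron diet in skeletal muscle, and 6170.0 ± 659 and 5530.3 ± 1085 in heart (SD, n = 3 mice per group). The log2 fold changes were -0.0601 (standard error 0.0735) and -0.17 (standard error 0.13). Neo1 had -0.13 in skeletal muscle and 0.0831 in heart (standard errors 0.0748 and 0.10). Slc40a1, the iron exporter ferroportin, had 0.0282 and 0.26 (standard errors 0.0810 and 0.0949). None of these passed the test. Of 25 measured genes of iron transport, storage and regulation, none passed an adjusted p of 0.05 in limma in either tissue over all arrays, and 1, Tfrc, was lower in skeletal muscle when adjusted over the list alone. The list as a whole had an adjusted p of 0.462 in skeletal muscle and 0.0722 in heart (camera). The standard errors leave room for small changes in either direction.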

Even though the microarray method we used proved to be very accurate, we wanted to verify these results and to explore the response of hepcidin expression in the studied tissues by Q-RT-PCR.

The expression of hepcidin1 and hepcidin2 in the liver was greatly up-regulated by iron overload and varied according to mouse strain and gender [22,23]. In Balb/c and C57BL/6 mice, hepcidin 1 was the predominant form expressed in the liver, while in DBA2 mice, the hepatic expression of hepcidin 2 was dominant (Figures 5C and Figure 6C). The expression of hepcidin1 in the skeletal muscle was negligible in all strains (Figure 5A). In the heart muscle, it showed a slight tendency towards decreased expression in most iron fed mice, although the baseline signal in control mice was already quite low (Figure 5B). Only DBA2 mice expressed hepcidin2 in the skeletal muscle and heart, and this expression was not clearly regulated by iron overload (Figure 6A and 6B).

**Figure 5:**
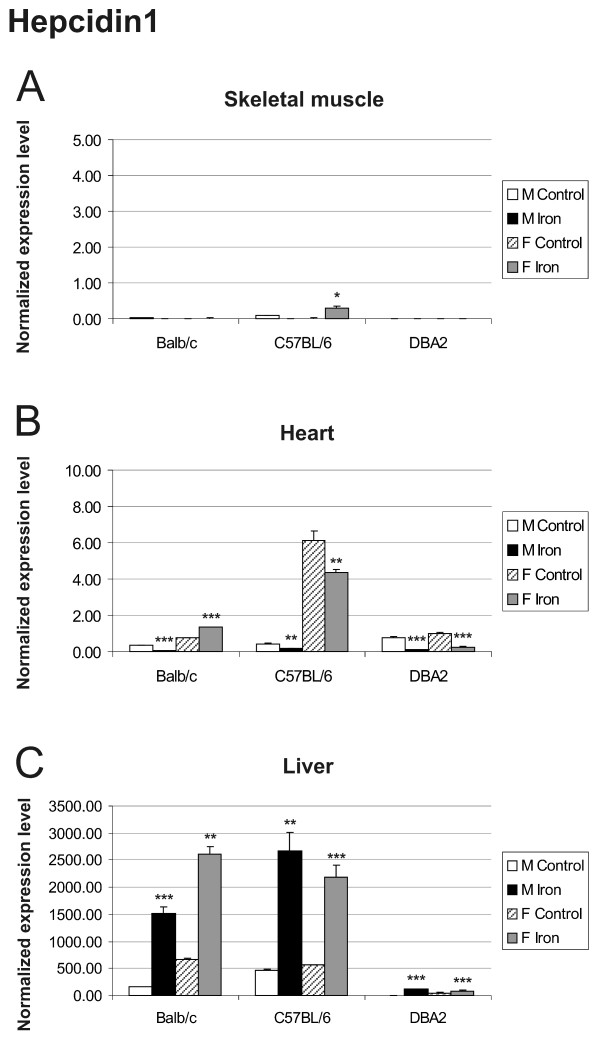
**Expression of hepcidin1 in skeletal muscle (A), heart (B) and liver (C) assessed by Q-RT-PCR**. The expression of hepcidin1 transcripts was assessed in control *versus *iron fed mice of 3 strains (Balb/c, C57BL/6, DBA2). The result values are expressed as mean of triplicate runs +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. F = female; M = male.

**Figure 6:**
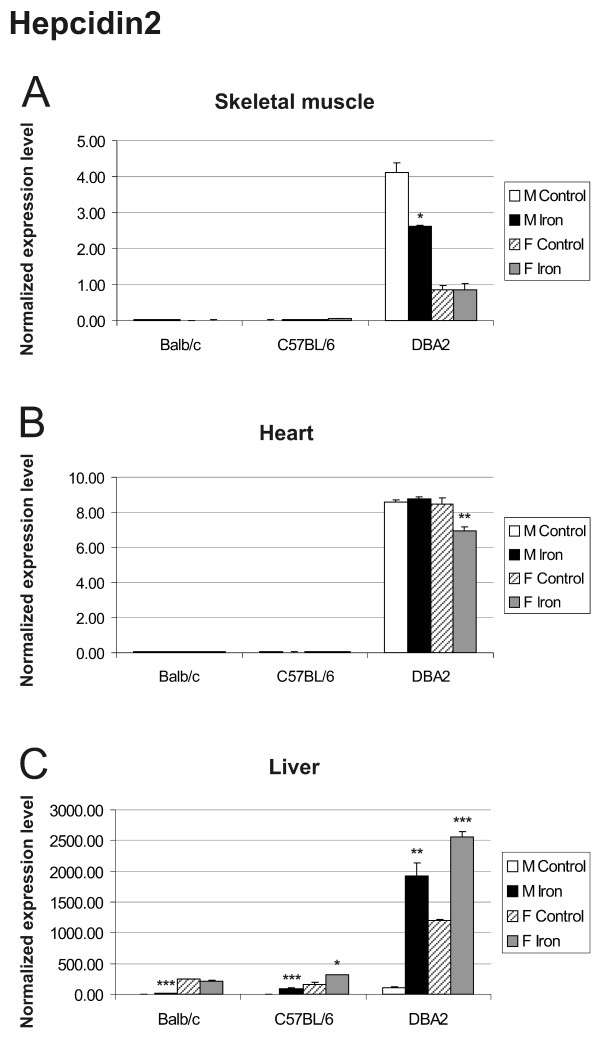
**Q-RT-PCR analysis of hepcidin2 mRNA expression in skeletal muscle (A), heart (B) and liver (C)**. The expression of hepcidin2 in control *versus *iron overloaded mice was analyzed in 3 strains (Balb/c, C57BL/6, DBA2). The result values are expressed as mean of triplicate runs +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. F = female; M = male.

The results for hemojuvelin expression did not indicate any clear regulation by iron overload, strain or gender in any of the tissues studied (Figure 7). This is in agreement with previous studies of hepatic expression [24,25]. Hemojuvelin expression only showed a minor trend downwards in skeletal muscle and heart of mice fed with high-iron diet. No significant changes were observed for neogenin expression (Figure 8).

**Figure 7:**
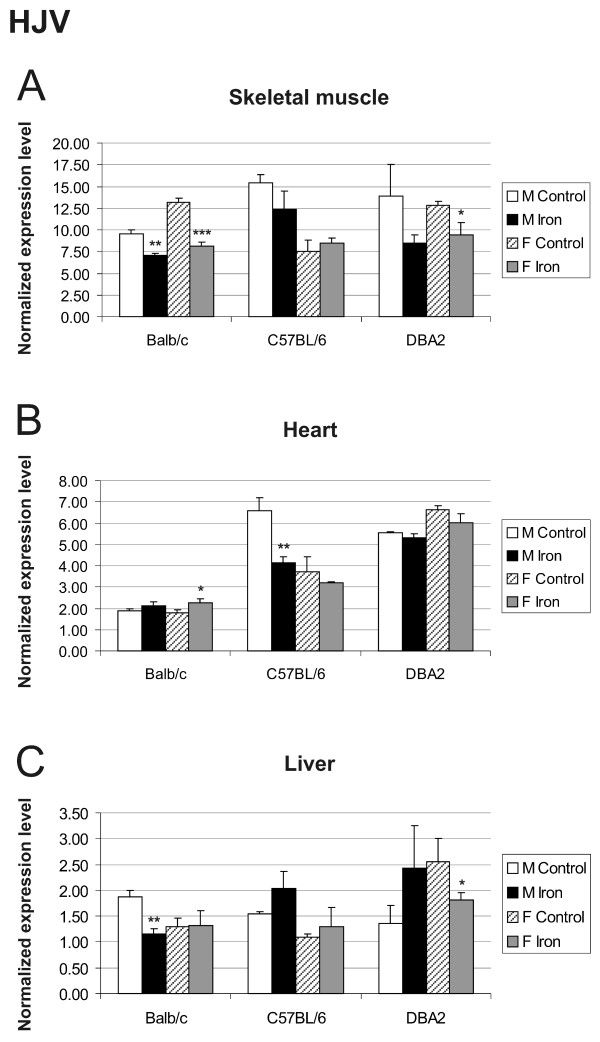
**Expression of hemojuvelin (HJV) in skeletal muscle (A), heart (B) and liver (C)**. Q-RT-PCR analysis of HJV mRNA levels in control *versus *iron overloaded mice of 3 strains (Balb/c, C57BL/6, DBA2). The result values are expressed as mean of triplicate runs +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. F = female; M = male.

**Figure 8:**
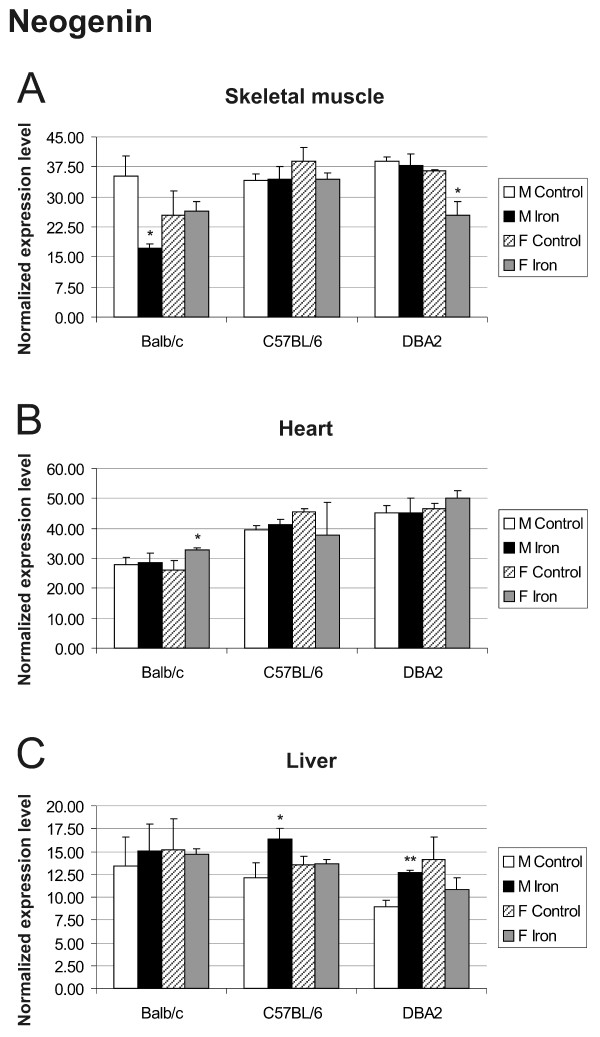
**Neogenin transcript levels in skeletal muscle (A), heart (B) and liver (C)**. 3 mouse strains (Balb/c, C57BL/6, DBA2) were used for this Q-RT-PCR analysis. The result values are expressed as mean of triplicate runs +/- standard deviation. Statistical significant differences relative to control diet fed mice were determined. *p < 0,05; **p < 0,01; ***p < 0,001. F = female; M = male.

## Discussion

Excess free iron participates in the formation of free radicals causing oxidative stress and cell damage, which is evidenced as a series of pathological manifestations [26]. While some studies have analyzed the effects of iron on the transcriptional profiles in liver and duodenum, this is the first study reporting changes in mRNA expression that may contribute to iron-induced effects on skeletal muscle and heart. We used a genome-wide mRNA expression profiling approach and validated the most substantive changes by Q-RT-PCR.

Expression of antioxidant enzymes is considered a protective mechanism against oxidative stress-induced damage. However, the regulation of antioxidant enzymes in response to oxidative stress is a rather controversial issue, as the results vary greatly depending on the type and length of the stimulus and the type of cells or tissue tested. We did not find increased expression of oxidative stress-related genes or antioxidant enzymes after iron overload, except for glutathione peroxidase 3, whose expression was induced by 1.35-fold change in heart (data not shown).

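Of 23 measured antioxidant enzyme genes, none was higher or lower at an adjusted p under 0.05 in heart or skeletal muscle, and none when adjusted over the list alone (limma). The median log2 fold change of the list was 0.0056 in heart (adjusted p = 0.992, camera) and -0.039 in skeletal muscle (adjusted p = 0.195). Gpx3, the secreted glutathione peroxidase, had a fold change of 1.46 in heart. Its signal was 4581 on high-iron replicate 1, 1583 and 1625 on the other high-iron arrays, and 1779 ± 237 (SD, n = 3 mice) on the control diet. Without high-iron replicate 1 and control replicate 2 the fold change was -1.04. In skeletal muscle the log2 fold change of Gpx3 was 0.18 (standard error 0.11), not past the test.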

The data analysis identified two genes encoding calcium- and zinc-binding proteins, *S100a8 *(calgranulin A) and *S100a9 *(calgranulin B) among the up-regulated genes presenting the highest fold changes. These proteins form a rather ubiquitous heterodimer called calprotectin. The highest amounts of this protein complex are located in neutrophil granulocytes, monocytes and keratinocytes [27]. Calprotectin is a pro-inflammatory cytokine that is upregulated in many inflammatory conditions, and is involved in innate immunity, leukocyte adhesion, endothelial transmigration and processes of chronic inflammation [28]. *In vitro *studies have shown that reactive oxygen species (ROS) induce protein levels of S100a9 [29]. Additionally, S100a8 expression is induced in keratinocytes upon exposure to ultraviolet A (UVA) radiation, a stimulus causing oxidative stress. Interestingly, the antioxidant enzymes superoxide dismutase and catalase, whose mRNA expression was unaffected in our microarray, abrogate S100a8 induction [30]. 

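Sod1, Sod2 and Cat differed between the diets by less than 1 standard error in both tissues. In heart, Sod1 had a log2 fold change of 0.0140 (standard error 0.13) and Sod2 of -0.0729 (standard error 0.11). In skeletal muscle the values were -0.0357 (standard error 0.0721) and 0.0496 (standard error 0.0765). Cat, catalase, had 0.00556 in heart and -0.0388 in skeletal muscle (standard errors 0.0820 and 0.0836), at a signal of 341 ± 22.7 in control hearts (SD, n = 3 mice). Sod3, the extracellular superoxide dismutase, had -0.0729 in heart and -0.11 in skeletal muscle (standard errors 0.0812 and 0.0759). None of the 4 passed the test of limma.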

We found that both S100a8 and S100a9 transcripts were substantially up-regulated in skeletal muscle, heart and liver of iron-loaded mice, although the levels of S100a8 transcript in skeletal muscle were negligible and, in general, both genes were weakly expressed. This demonstrates the high sensitivity and accuracy of both the microarray analysis and the Q-RT-PCR method. It is noteworthy that S100a8 and S100a9 transcripts showed a very similar up-regulation pattern in the tissues studied, which agrees with the concept of the two proteins forming a heterodimer. 

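In skeletal muscle, S100a8 rose from 262 ± 17.0 to 626 ± 226 (SD, n = 3 mice per diet), a log2 fold change of 1.18 (standard error 0.16, adjusted p = 0.000736 from limma), and S100a9 from 282 ± 7.65 to 552 ± 132, a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.000221). In both genes every high-iron array lay above every control array. In heart, S100a8 was 393 ± 225 on the control and 829.8 ± 272 on the high-iron diet, and S100a9 367 ± 133 and 689.5 ± 217. The log2 fold changes there, 1.17 and 0.92, did not pass the test. Of 15 measured neutrophil markers, these 2 rose in skeletal muscle and none passed in heart, with 2 higher in each tissue when adjusted over the list alone. The test of the list's difference between tissues had an adjusted p of 0.68. The list had an adjusted p of 0.0572 in skeletal muscle and 0.0195 in heart (camera), the latter 0.513 with an estimated correlation and 0.302 without the genes of the paper's tables, and 0.0938 over the 4 arrays without control replicate 2 and high-iron replicate 1, a choice made after the data were seen.

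**Figure D1:**
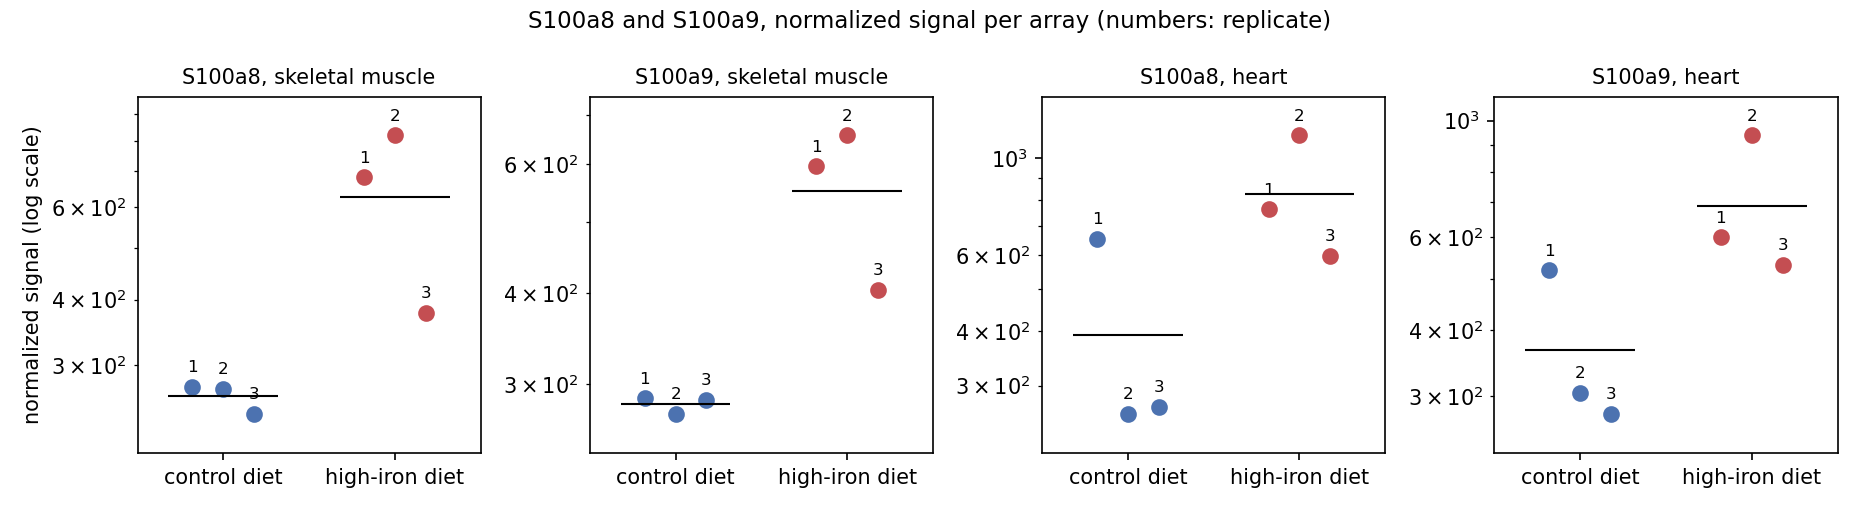
Normalized signal (log scale) of S100a8 and S100a9 on each array, by diet, in skeletal muscle and heart. Points are arrays with their replicate number and lines are means. In skeletal muscle the 3 high-iron arrays lie above the 3 control arrays, and in heart control replicate 1 of S100a8 lies at 653, above high-iron replicate 3 at 598.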

The transcriptional regulation of the *S100a8 *and *S100a9 *genes seems to be rather complex, with promoter binding sites for transcription factors such as activator protein 1 (AP-1), nuclear factor kappa B (NF-κB) and C/EBP. Consistently, at least AP-1 and NF-κB have been previously identified to be regulated by the intracellular redox state [31].

Pyruvate dehydrogenase kinase 4 (Pdk4) phosphorylates and inactivates the pyruvate dehydrogenase complex, decreasing the rate of glucose oxidation and thus increasing blood glucose levels. Increased Pdk4 expression and activity has been observed in both skeletal muscle [32,33] and heart [34] of insulin-resistant mouse models. The question arises of whether Pdk4 overexpression causes insulin resistance or *vice versa*. Insulin suppresses Pdk4 expression in skeletal muscle [35] and, according to a recent study by Kim and coworkers [36], this effect is impaired in insulin resistance, suggesting that insulin resistance may indeed induce Pdk4 expression. However, several studies using high-fat dietary models of insulin resistance indicate that Pdk4 overexpression occurs before the development of insulin resistance [37-39]. Although it has not been documented directly that increased Pdk4 mRNA levels can indeed cause insulin resistance, it seems possible that a vicious cycle may exist between these two phenomena. In the present study, we show an up-regulation of Pdk4 mRNA levels in skeletal muscle and heart but not in the liver of iron-loaded mice. 

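Pdk4 encodes a kinase that inhibits pyruvate dehydrogenase. In heart its signal was 6675 ± 2927 on the control and 15518 ± 1476 on the high-iron diet (SD, n = 3 mice per diet), 2.32-fold higher, with all high-iron arrays above all control arrays. The log2 fold change of 1.30 (standard error 0.23) did not pass the test over all 6 arrays and did over the 4 arrays left without control replicate 2 and high-iron replicate 1 (1.23, adjusted p = 0.0235 from limma, a choice made after the data were seen). In skeletal muscle Pdk4 was 10479 ± 2791 and 15003 ± 2338, a fold change of 1.43. Its log2 fold change of 0.54 (standard error 0.13) had an adjusted p of 0.155, and control replicate 1, at 13669, lay within the range of the high-iron arrays. The liver was not analysed here.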

Diabetes mellitus is the major endocrine disorder associated with HH. The mechanisms responsible for this clinical manifestation are still obscure, but two processes have been proposed: the pancreatic β-cell iron accumulation results in cell damage and diminished insulin secretion, and liver iron overload leads to insulin resistance [40]. The herein reported induction of Pdk4 expression in the skeletal and heart muscle might represent a novel mechanism involved in the development of diabetes mellitus in HH.

Angiopoietin-like 4 (Angptl4) is a secreted protein produced mainly in fat tissue, and to a lesser extent in liver, placenta, skeletal muscle and heart. It is directly involved in regulating glucose homeostasis, lipid metabolism, and insulin sensitivity. Angptl4 decreases the activity of lipoprotein lipase (LPL), thus inhibiting lipoprotein metabolism and increasing plasma triglyceride levels. Transgenic mice with Angptl4 overexpression directed to heart muscle (lipoprotein-derived fatty acids are the major energy source in this tissue) show reduced cardiac LPL activity, decreased triglyceride utilization and impaired cardiac function resulting in cardiomyopathy [41]. Transgenic overexpression of Angptl4 from a liver-specific promoter causes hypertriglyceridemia similar to that induced by adenoviral over-expression [42]. These results support the hypothesis that Angptl4 has LPL-dependent actions [43]. Accordingly, in LPL-expressing tissues (muscle, heart and adipose tissue) Angptl4 may bind directly and inactivate LPL, restricting acquisition of free fatty acids to these sites: it is not shed into plasma from these tissues but rather acts in an autocrine/paracrine fashion. On the other hand, in the liver, which has low LPL expression, Angptl4 is shed to plasma and inhibits LPL in other locations, causing a general reduction of triglyceride utilization and acting as an endocrine factor. Interestingly, we showed a 5-fold increase in the level of Angptl4 transcript in the heart of iron-loaded mice, raising the possibility that early induction of Angptl4 expression could contribute to the pathogenesis of cardiomyopathy in HH. 

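Angptl4, a secreted inhibitor of lipoprotein lipase, was 3.14-fold higher in the hearts of iron-fed mice, at 1214 ± 397 against 387 ± 112 on the control diet (SD, n = 3 mice per diet). All high-iron arrays lay above all control arrays, while 7.79% of all heart probes had non-overlapping arrays in either direction. Over the 4 arrays without control replicate 2 and high-iron replicate 1, chosen after the data were seen, Angptl4 rose with a log2 fold change of 1.40 (adjusted p = 0.0108 from limma). In skeletal muscle its log2 fold change was 0.43 (standard error 0.11, adjusted p = 0.299). Of 22 measured genes of fatty acid oxidation and PPAR targets, none passed the test in either tissue over all arrays, and 2 in heart and 3 in skeletal muscle were higher when adjusted over the list alone. The list shifted upward in heart (median log2 fold change 0.088, adjusted p = 0.00012, camera; adjusted p = 0.462 with an estimated correlation) and in skeletal muscle (median 0.058, adjusted p = 0.0178; 0.534 as the adjusted p with an estimated correlation). Without the 2 genes of the paper's tables the adjusted p was 0.0226 in heart and 0.216 in skeletal muscle (camera with the preset correlation, the only one tried there). Foxo1, which the paper describes as involved in the suppression of Pdk4 and Angptl4 by insulin, had a log2 fold change of -0.0222 in heart and 0.0273 in skeletal muscle (standard errors 0.0854 and 0.0737). Of 13 measured genes of the FoxO and insulin list, Fbxo32, a muscle ubiquitin ligase, was higher in skeletal muscle (log2 fold change 0.47, adjusted p = 0.0387) and Cdkn1a lower, 4 higher and 2 lower when adjusted over the list alone. In heart none passed over all arrays, and 1 was higher and 2 lower when adjusted over the list alone. The list had an adjusted p of 0.195 in skeletal muscle and 0.878 in heart (camera). Without the 3 genes of the paper's tables it had 0.0045, upward, in skeletal muscle with the preset correlation, the only one tried there. With an estimated correlation the full list had 0.534 in skeletal muscle. The value of 0.0045 is in part built in, since the genes removed include Cdkn1a and Ddit4 (log2 fold change -0.58). The paper lists both as lower on these arrays.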

The increased expression of Pdk4 and Angptl4 observed in skeletal muscle and heart of iron-loaded mice might have its origin in a common mechanism. The forkhead transcription factor Foxo1 is a major regulator of insulin action in insulin-sensitive tissues (liver, skeletal muscle and adipose tissues) and it is involved in insulin's action to suppress Pdk4 and Angptl4 [36,44].

Myosin light polypeptide 4 (Myl4) (encoding the alkali atrial essential light chain (ELCa)) and myosin light polypeptide 7 (Myl7) (encoding the regulatory light chain (RLC-A)) show a 10-fold up-regulation in the cardiac muscle of iron-loaded mice. Both genes belong to the EF-hand family of Ca^2+ ^binding proteins and are part of the myosin molecular complex. They appear to be involved in force development during muscle contraction. ELC is important in the interaction between myosin and actin [45]. There are two forms of ELC in the cardiac muscle, ELCa and ELCv (encoded by Myl3). ELCa has a higher performance than ELCv and its elevated accumulation in diseased heart is considered a compensatory response in heart failure [46]. Furthermore, transgenic rats overexpressing ELCa in the heart show an improvement in contractile parameters [47]. These observations open the possibility that the induction of cardiac Myl4 and Myl7 expression observed in our experiments is a compensatory response to early damage produced by iron accumulation. Additionally, according to our microarray results, other myosin genes were induced by iron in mouse heart (*Myh7*) and skeletal muscle (*Myl2*). 

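The atrial light chain genes were high on 1 high-iron heart array. Myl7 had a signal of 20034 on high-iron replicate 1 and of 287 and 306 on the other high-iron arrays, and of 1268, 549.8 and 281 on the controls. Myl4 had 32988, 479 and 436 on the high-iron diet and 2693, 1134 and 476 on the control diet. The fold changes of the means were 9.83 and 7.88, with log2 fold changes of 1.06 (standard error 1.34) and 0.75 (standard error 1.38) that did not pass the test of limma. Without high-iron replicate 1 alone the fold changes were -2.36 for Myl7 and -3.13 for Myl4. Mybphl, another atrial gene, was at 3862 on the same array and at 307 ± 67.3 (SD, n = 3 mice) in controls. Of 11 measured atrial cardiomyocyte markers none passed the test, and the list had an adjusted p of 0.0545 (camera). The seminal vesicle genes Svs5 and Svs4 were also high on high-iron replicate 1, at 3519.5 and 2268, with 256 and 212 as medians of the other arrays. Myl3, the ventricular light chain, had a log2 fold change of 0.000969 (standard error 0.13). Citing earlier work on the atrial essential light chain in diseased heart and in transgenic rats, the paper proposes as a possibility that the induction of Myl4 and Myl7 is a compensatory response to early damage by iron.

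**Figure D2:**
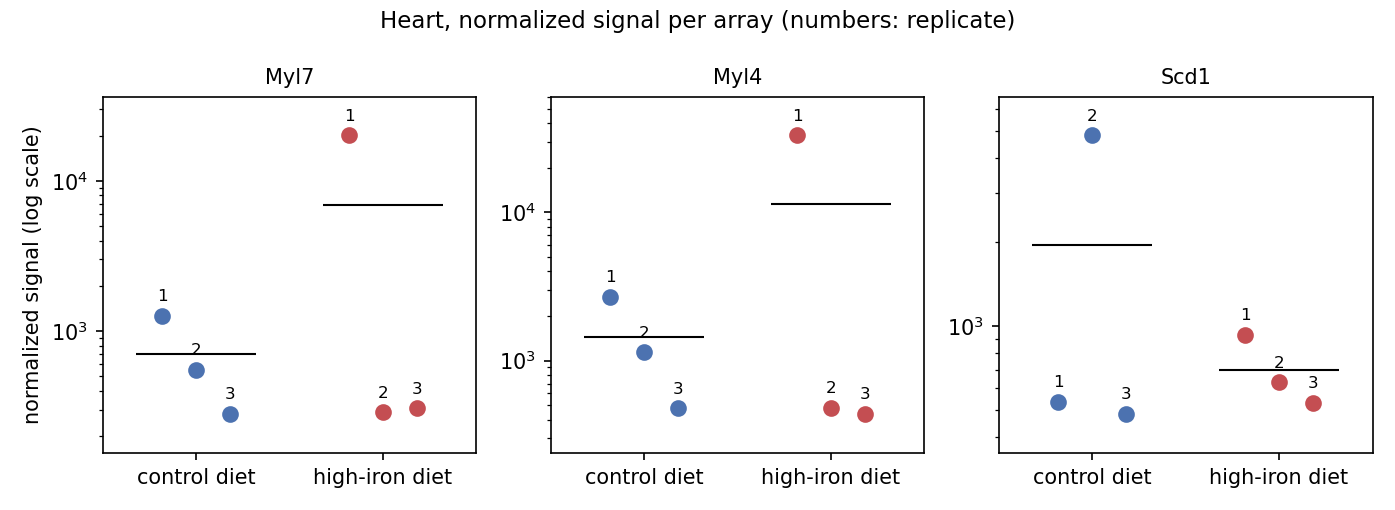
Normalized signal (log scale) of Myl7, Myl4 and Scd1 on each heart array, by diet. Points are arrays with their replicate number and lines are means. Myl7 and Myl4 are high on high-iron replicate 1, and Scd1 on control replicate 2, while the other arrays of the same diet lie far lower.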

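Myh7, the slow myosin heavy chain, had a signal of 2195 ± 923 in control hearts and 3129 ± 588 in hearts of iron-fed mice (SD, n = 3 mice per diet), a fold change of 1.43 that did not pass the test. Over the 4 arrays without control replicate 2 and high-iron replicate 1, chosen after the data were seen, it rose 1.84-fold (log2 fold change 0.88, adjusted p = 0.0303 from limma). In skeletal muscle Myl2 was 463 ± 185 and 717 ± 275, a fold change of 1.55 and a log2 fold change of 0.64 (standard error 0.23, adjusted p = 0.819), and the diets overlapped. None of 9 measured slow fibre genes passed the test in skeletal muscle and 1 was higher when adjusted over the list alone. The list's median log2 fold change was 0.14 (adjusted p = 0.0178, camera; adjusted p = 0.562 with an estimated correlation, and 0.126 without the 2 genes of the paper's tables). Of 11 measured fast fibre genes none passed, and 1 was lower when adjusted over the list alone.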

Actin filaments play an essential role, along with myosin, in muscle contraction. 

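In heart, Acta1 (skeletal muscle actin) was 6119 ± 2407 on the control and 2289.9 ± 406 on the high-iron diet (SD, n = 3 mice per diet), a fold change of -2.67, with every high-iron array below every control array. The log2 fold change of -1.37 (standard error 0.23) did not pass the test over all 6 arrays. It did over the 4 arrays without control replicate 2 and high-iron replicate 1, chosen after the data were seen (-1.58, adjusted p = 0.00115 from limma). Acta2 (smooth muscle actin) was 5368 ± 413 and 3916 ± 122, a fold change of -1.37, past the test in neither set. All 7 measured smooth muscle markers had lower means on the high-iron diet in heart, none past the test and 1 lower when adjusted over the list alone. The list's median log2 fold change was -0.12 (adjusted p = 0.00256, camera; adjusted p = 0.462 with an estimated correlation). With those 4 arrays, 4 of the 7 log2 fold changes were below 0 and 3 above, the median was -0.0379 and the list's call ended (adjusted p = 0.439). In skeletal muscle, Actc1 (cardiac actin) was 6419 ± 4202 on the control and 4438 ± 2223 on the high-iron diet, a fold change of -1.45. The control arrays ranged from 2786 to 11022, and the log2 fold change of -0.45 (standard error 0.32) did not pass the test.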

Curiously, in the present work, iron suppressed the expression of skeletal muscle and smooth muscle isoforms of actin (acta1 and acta2) in the heart, as well as the cardiac isoform (actc1) in skeletal muscle.

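In skeletal muscle, the signal of the stearoyl-CoA desaturase gene Scd1 rose from 897 ± 214 on the control to 1597 ± 225 on the high-iron diet (SD, n = 3 mice per diet), 1.78-fold, with a log2 fold change of 0.85 (standard error 0.12, adjusted p = 0.00135 from limma). In heart the means were 1944 and 699, a fold change of -2.78 that did not pass the test. Control replicate 2 had a signal of 4809, and the other controls had 536 and 486, against 933, 630.0 and 532 on the high-iron diet. Without control replicate 2 and high-iron replicate 1 the fold change was 1.14. Fasn, Car3 and Adipoq, genes active in fat cells, were also highest on control replicate 2, at 2299, 1079 and 735, as was the brown fat gene Ucp1 at 2682. These genes stand in the paper's list of lower expression in heart, made from these arrays. Of 11 measured white adipocyte markers, 5 had a log2 fold change above 0 in heart and 6 below (median -0.0124, adjusted p = 0.795, camera). Of 6 brown adipocyte markers all 6 were below 0 (median -0.0809, adjusted p = 0.0581). Of 14 measured lipogenesis genes, Scd1 and Fasn were higher in skeletal muscle and none was lower. The list's median log2 fold change there was 0.068 (adjusted p = 0.00058, camera; adjusted p = 0.307 with an estimated correlation). Without the 2 genes of the list in the paper's tables, which were chosen on these arrays, its adjusted p was 0.126. In heart no lipogenesis gene passed, and the list had an adjusted p of 0.878.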

The present microarray data analysis identified one gene (Stearoyl-coenzyme A desaturase 1, *Scd1*), which showed marked upregulation (1.75 fold) in the skeletal muscle and downregulation (-2.40 fold) in the heart after iron overload. This finding was also confirmed by Q-RT-PCR. Scd1 is an iron-containing enzyme with a central lipogenic role. It catalyzes the insertion of a double bond into fatty acyl-CoA substrates, the preferred one being stearoyl-CoA, and yielding oleoyl-CoA. Oleic acid is the major monounsaturated fatty acid of membrane phospholipids, triglycerides, cholesterol esters, wax esters and alkyl-1,2-diacylglicerol. The (stearic acid/oleic acid) ratio has important effects on cell membrane fluidity and signal transduction. The overexpression of Scd1 has been shown to be associated with genetic predisposition to hepatocarcinogenesis [48]. Scd1 mRNA levels were induced 2.49 times in mouse liver during iron overload (data not shown), an effect that was previously shown in both enteral and parenteral models of iron overload [49]. As Pigeon and coworkers have discussed, most likely the effect of iron on Scd1 expression in the liver is not direct, but a compensatory mechanism in response to the need to renew unsaturated fatty acids.

The FBJ osteosarcoma oncogene (Fos) is a major component of activator-protein-1 (AP-1), a redox-sensitive transcription factor complex, which also includes members of the Jun (c-Jun, JunB, JunD), Maf and ATF subfamilies. Fos is thought to have an important role in signal transduction, cell proliferation and differentiation. Expression of c-fos and c-jun can be induced by many stimuli and compounds, including some metals such as iron [50]. Accordingly, the present work shows increased expression of c-Fos in the heart and liver of iron-loaded mice. However, in skeletal muscle, c-Fos was down-regulated and, according to the microarray results, the same is true for c-Jun. 

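In skeletal muscle, Fos fell from 1191 ± 419 to 567 ± 109.7 (SD, n = 3 mice per diet), a log2 fold change of -1.03 (standard error 0.16, adjusted p = 0.00450 from limma), and Jun from 640.3 ± 58.1 to 473 ± 52.7 (log2 fold change -0.44, adjusted p = 0.0428). Of 25 measured immediate early genes 5 were lower, namely these 2, Klf4 (log2 fold change -0.71, adjusted p = 0.000760), Atf3 (-0.45, adjusted p = 0.0259) and Ccn2, a matricellular protein gene (-0.73, adjusted p = 0.0291), and Gadd45b was higher. The paper's tables hold 8 of the 25, chosen on these arrays. Without them the list had an adjusted p of 0.00103 (camera with the preset correlation, the only one tried there). Adjusted over the list alone, 14 were lower and 2 higher. The list's median log2 fold change was -0.27 (adjusted p = 3.34e-13, camera; adjusted p = 0.476 with an estimated correlation). In heart, Fos was 477 ± 228 on the control and 691 ± 148 on the high-iron diet, a fold change of 1.45 that did not pass the test, and control replicate 2, at 732, lay above 2 of the high-iron arrays. Over the 4 arrays without that control and high-iron replicate 1, chosen after the data were seen, Fos rose with 0.81 (adjusted p = 0.00429). Over the same arrays the change in heart exceeded that in skeletal muscle by 1.83 on the log2 scale (adjusted p = 0.00281), and over all 12 arrays by 1.64, where the difference between tissues did not pass.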

Probably other mechanisms are influencing the transcription of c-Fos and c-Jun in skeletal muscle. Interestingly, a recent study suggested that c-Jun and JunB negatively regulate the transcription of *S100a8 *and *S100a9 *[51]. Furthermore, AP-1 activity had been previously connected to iron metabolism in several ways. For example, AP-1 regulates transcription of ceruloplasmin (the plasma iron oxidase) [52], and the promoter region of *HFE *contains an AP-1 transcription element [53].

Heat shock proteins, or stress proteins, are expressed in response to heat shock and a variety of other stress stimuli including oxidative free radicals and toxic metal ions. The members of the 70-kDa heat shock protein family (Hsp70) assist cells in maintaining functional proteins under stressful conditions [54]. Hsp40 proteins stimulate the ATPase activity of Hsp70 proteins and stabilize the interaction of these chaperons with their substrate proteins [55]. In the present study, dietary iron overload decreased the expression of *Hspa1b *(a member of Hsp70 family) and *Dnajb1 *(a member of Hsp40 family) in skeletal muscle, heart and liver of mice as validated by Q-RT-PCR. In accordance with these findings, our microarray results also showed decreased expression of several other heat shock protein genes in skeletal muscle (*Hsp105, Hspca, Hspb1 *and *Hspa1a*) and heart (*Hsp105, Hspcb, Hspca *and *Hspb1*) of iron-loaded mice. This unexpected result might represent novel regulatory mechanisms specific to these concrete experimental conditions.

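In skeletal muscle, 7 of 22 measured heat shock and chaperone genes fell and none rose, 14 when adjusted over the list alone. Dnajb1 fell from 1853 ± 588 to 711 ± 164 (SD, n = 3 mice per diet; log2 fold change -1.36, standard error 0.16, adjusted p = 0.000109 from limma). Hsph1 (Hsp105) fell with -0.82, Hsp90aa1 (Hspca) with -0.93, Hspb1 with -0.65 and Hspa1a with -0.44 (adjusted p from 1.4e-05 to 0.0443). Serpinh1, a collagen chaperone, fell with -0.71 and the co-chaperone Stip1 with -0.49. In heart, Hsph1 was 2182 ± 873 on the control and 892 ± 35.4 on the high-iron diet, Hsp90aa1 1832 ± 580.3 and 1134 ± 51.3, and Hspb1 5740.5 ± 1344 and 3737 ± 170.0, in each case with all high-iron arrays below all control arrays. No gene of the list passed the test in heart over all 6 arrays, and 8 were lower when adjusted over the list alone. Over the 4 arrays without control replicate 2, on which these genes were highest, and high-iron replicate 1, Hsph1 (-0.88, adjusted p = 0.000165) and Chordc1 (-0.48, adjusted p = 0.0334) fell, a choice made after the data were seen. The list's median log2 fold change was -0.25 in skeletal muscle (adjusted p = 2.29e-29, camera; adjusted p = 0.0843 with an estimated correlation) and -0.29 in heart (adjusted p = 2.54e-19; adjusted p = 0.462 with an estimated correlation). The paper's tables hold 7 of the 22 genes, chosen on these arrays, so the list is not independent evidence of its direction. Without them the adjusted p was 1.86e-09 in skeletal muscle and 6.14e-09 in heart (camera with the preset correlation). The estimated correlation of the full list was 0.126 in skeletal muscle and 0.56 in heart. An estimated one was not tried for the shorter list, so these 2 values are not independent evidence either. Hspcb (Hsp90ab1) is not named by the probe annotation used.

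**Figure D3:**
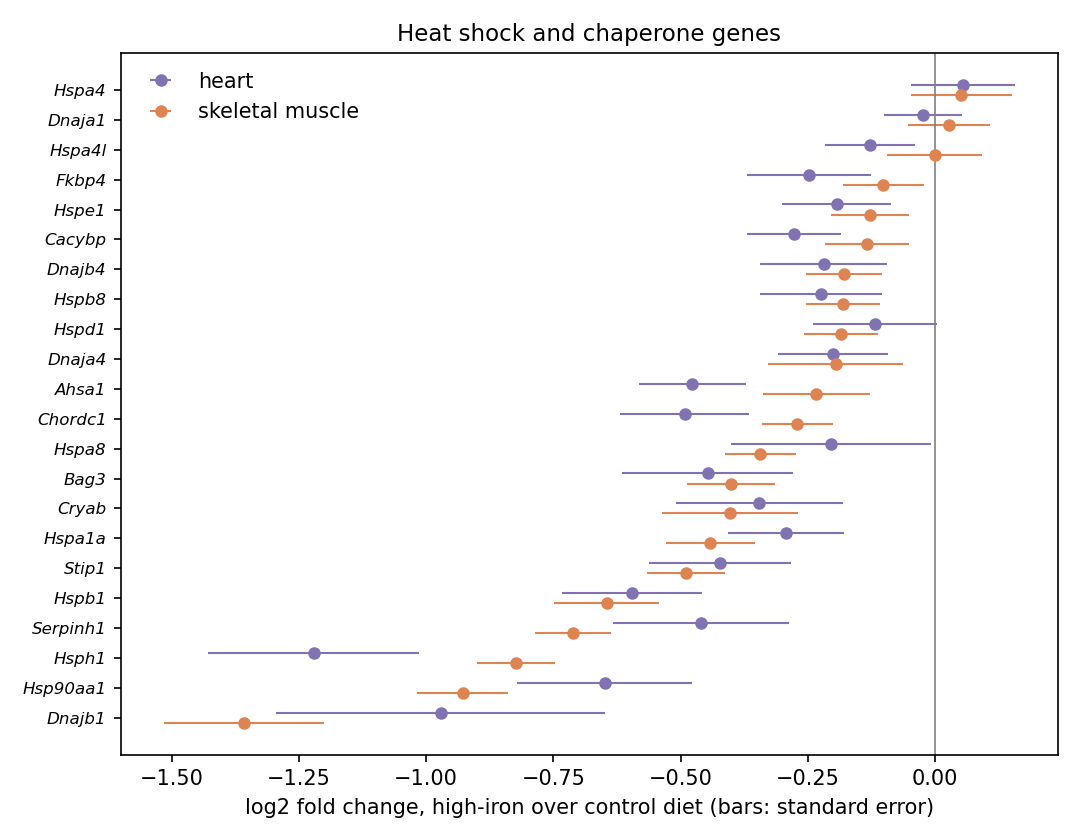
Log2 fold change, high-iron over control diet, of each of the 22 measured heat shock and chaperone genes in heart and skeletal muscle, with its standard error as a bar. Of the 22 points, 21 in heart and 20 in skeletal muscle lie below 0.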

The post-transcriptional regulation of transferrin receptor 1 and divalent metal transporter 1 by iron is mediated through iron-responsive elements located in the 3'-untranslated region of their mRNAs [56,57]. As expected, we found decreased Tfrc mRNA expression in skeletal muscle, heart and liver of iron-loaded mice but, surprisingly, the expression of divalent metal transporter 1 was not changed substantially.

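Tfrc, the transferrin receptor gene, was 1965 ± 377 in skeletal muscle on the control and 1382 ± 128 on the high-iron diet (SD, n = 3 mice per diet), a fold change of -1.42. All high-iron arrays lay below all control arrays, and the log2 fold change of -0.50 (standard error 0.10) had an adjusted p of 0.0638 in limma. In heart, the fold change over all 6 arrays was -1.36 and did not pass the test, with high-iron replicate 1 at 1085 and control replicate 2 at 869. Without these 2 arrays, a choice made after the data were seen, Tfrc fell from 1059 ± 134 to 556 ± 12.6 (SD, n = 2 arrays per diet). The log2 fold change was then -0.92 (standard error 0.0939, adjusted p = 0.000190 from limma). The paper marks its heart value of Tfrc as from 3 hearts per diet, so it did not leave out these arrays for this gene. Slc11a2, divalent metal transporter 1, had a log2 fold change of -0.0518 in skeletal muscle (standard error 0.0834) and 0.0506 in heart (standard error 0.11). The liver was not analysed here.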

The expression levels of hepcidin1 and hepcidin2 transcripts in the liver are markedly influenced by strain and gender, in accordance with previous reports [22,23]. DBA2 mice differ markedly in the expression levels of their hepcidin genes when compared with Balb/c and C57BL/6 mice. For DBA2, the difference in hepcidin2 expression was evident not only in liver, but also in the heart and skeletal muscle. These results further demonstrate that iron responses can vary between different mouse strains.

## Conclusion

To conclude, we have identified genes whose expression is altered in skeletal muscle and heart during iron overload. The number of the affected genes and the magnitude of the changes were relatively low, which is probably due to the fact that skeletal muscle and heart are not the primary targets of iron loading. Interestingly, some of the regulated genes identified in this study are involved in modulation of glucose and lipid metabolism, transcription and cellular stress responses. These might represent novel links between iron overload and the pathogenesis of cardiomyopathy and diabetes in HH. 

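The lists of extracellular matrix genes and of BMP and SMAD targets shifted downward in both tissues with camera's preset correlation, and neither call held with an estimated one (adjusted p = 0.534 in skeletal muscle and 0.462 in heart for each list). Of 13 measured extracellular matrix genes, Col4a1, a basement membrane collagen, fell in skeletal muscle (log2 fold change -0.43, standard error 0.0750, adjusted p = 0.0144 from limma) and none passed in heart. In the matrix list adjusted over the list alone, 5 were lower in skeletal muscle and 1 in heart. The median log2 fold change of the list was -0.12 in skeletal muscle (adjusted p = 0.00058, camera) and -0.15 in heart (adjusted p = 0.00052). Of 6 measured BMP and SMAD target genes, Id1 fell in skeletal muscle (2 lower adjusted over the list alone, 1 in heart), where the list had an adjusted p of 0.049, and none passed in heart, where it had 0.00957. Without Id1, which the paper's tables hold, the list had 0.846 and 0.171. In all, 8 of 32 lists passed in skeletal muscle and 9 in heart with the preset correlation of 0.01, and none in either tissue with an estimated one.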

Further investigation of these genes may help to understand how iron excess leads to these common HH manifestations.

## Methods

### Animal care and experimental iron overload

The experiments with mice were performed in the laboratory animal centre of the University of Oulu. The mice were kept under specific pathogen-free conditions and the experiments were approved by the Animal Care and Use Committee of the University of Oulu (permission No 102/05). Five male and five female mice from each of three strains (Balb/c, C57BL/6, and DBA/2) were placed on a diet (Lactamin, Stockholm, Sweden) supplemented with 2% carbonyl iron (Sigma-Aldrich Sweden AB, Stockholm, Sweden, #C3518) at the age of 10–12 weeks. Equivalent groups of littermates were fed control chow diet without iron supplementation (0.02% iron). After 6 weeks of treatment, blood was collected from the mice under anaesthesia. Animals were then sacrificed and liver, skeletal muscle (extensor digitorum longus, EDL) and heart samples were immediately collected and immersed in RNAlater (Ambion, Huntingdon, UK). EDL is relatively easy to identify and isolate and it has been used as a reference muscle in many physiological studies. Liver samples were also collected and stored frozen before measurement of iron content.

### Determination of hepatic and cardiac iron content

Liver and heart tissue samples were analyzed for non-heme iron content using the bathophenanthroline method as described by Torrance and Bothwell [58]. The values are expressed as μg of iron per g dry weight.

### RNA isolation

Total RNA was obtained using RNeasy RNA isolation kit (Qiagen, Valencia, CA) as recommended by the manufacturer. Residual DNA was removed from the samples using RNase-free DNase (Qiagen). RNA concentration and purity were determined using optical density (OD) measurements at 260 and 280 nm. All the samples had an OD260/OD280 ratio of 1.95 or higher.

### Microarray analysis

Microarray studies were performed in the Finnish DNA Microarray Centre at Turku Centre for Biotechnology. Heart and skeletal muscle specimens derived from 3 male C57BL/6 mice of each group (iron diet and control diet) were subjected to total RNA extraction. The resulting samples were analyzed individually. 200 ng of total RNA from each sample was amplified using the Illumina™ RNA TotalPrep Amplification kit (Ambion) following the manufacturer's instructions. The *in vitro *transcription reaction, which was conducted for 14 h, included labelling of the cRNA by biotinylation.

### Hybridization and scanning

Labelled and amplified material (1.5 μg/array) was hybridized to Illumina's Sentrix Mouse-6 Expression BeadChips™ (Illumina, Inc., San Diego, CA) (12 samples, 2 chips) at 55°C for 18 h according to Illumina BeadStation 500X™ protocol. Arrays were washed and then stained with 1 μg/ml cyanine3-streptavidin (Amersham Biosciences, Buckinghamshire, UK). The Illumina BeadArray™ reader was used to scan the arrays according to the manufacturer's instructions. Samples were analyzed using the BeadStudio™ software from Illumina. The hybridization control report showed problems in 2 of the arrays, corresponding to 2 heart samples, one from a control mouse and the other from an iron-loaded mouse. In both cases, 228 probes failed to hybridize, and therefore, these probes were excluded from the analyses of these 2 samples.

### Data analysis

Array data were normalized with Inforsense KDE version 2.0.4 (Inforsense, London, UK) using quantile normalization method. The fold-change values were calculated for each gene using the same software. The resulting data were filtered according to a fold-change of 1.4 and -1.4 for up- and down-regulated expression, respectively. This value has been proposed as an adequate compromise above which there is a high correlation between microarray and quantitative PCR data, regardless of other factors such as spot intensity and cycle threshold [59].

### Quantitative real-time PCR

The RNA extracts from 5 mice within each study group were equally pooled and RNA samples (3 μg from liver and 1.5 μg from heart and skeletal muscle) were converted into first strand cDNA with a First Strand cDNA Synthesis kit (Fermentas, Burlington, Canada) using random hexamer primers according to the protocol recommended by the manufacturer. The relative expression levels of target genes in mouse liver, skeletal muscle and heart were assessed by quantitative real-time RT-PCR using the Lightcycler detection system (Roche, Rotkreuz, Switzerland). The validations of microarray data were performed on samples obtained from C57BL/6 mice, while mRNA expression of hepcidin1, hepcidin2, hemojuvelin and neogenin was studied in three strains (Balb/c, C57BL/6, and DBA/2). Four housekeeping genes (*Actb *(β-actin), *Gapdh *(glyceraldehyde-3-phosphate dehydrogenase), *Hprt1 *(hypoxanthine phosphoribosyl-transferase I), and *Sdha *(succinate dehydrogenase complex subunit A)) were used as internal controls to normalize the cDNA samples for potential quality and quantity differences. The primers for the housekeeping genes and for mouse *Hjv *and *Neo *target genes have been described earlier [19]. Mouse Hamp1 and Hamp2 primers have been also previously characterized [60]. The primer sets for the remaining target genes in this study are shown in Table 5. Most of them were designed using Primer3 [61], based on the complete cDNA sequences deposited in GenBank. The specificity of the primers was verified using NCBI Basic Local Alignment and Search Tool (Blast) [62]. When possible, and in order to avoid amplification of contaminating genomic DNA, both primers from each set were specific to different exons.

**Table 5:** Sequences of the primers used in this study

**Symbol**	**Name**	**GenBank Accession No**.	**Forward primer (5'-3')**	**Reverse primer (5'-3')**	**Source**
*Angptl4*	Angiopoietin – like 4	NM_020581	CACGCACCTAGACAATGGA	AGAGGCTGGATCTGGAAA	*
*Pdk4*	Pyruvate dehydrogenase kinase, isoenzyme 4	NM_013743	GATTGACATCCTGCCTGACC	TCTGGTCTTCTGGGCTCTTC	*
*S100a8*	Calgranulin A, S100 calcium binding protein A8	NM_013650	GGAAATCACCATGCCCTCTAC	GCCACACCCACTTTTATCACC	*
*S100a9*	Calgranulin B, S100 calcium binding protein A9	NM_009114	CGACACCTTCCATCAATACTC	GAGGGCTTCATTTCTCTTCTC	*
*Fos*	FBJ osteosarcoma oncogene	NM_010234	CGGGTTTCAACGCCGACTA	TTGGCACTAGAGACGGACAGA	RTprimerDB, 3328
*Myl4*	Myosin light polypeptide 4	NM_010858	GGGTAAAGCACGTTTCTCCA	AGGGAAGGTTGTGGGTCAG	*
*Myl7*	Myosin light polypeptide 7	NM_022879	TCACCGTCTTCCTCACACTC	GCTGCTTGAACTCTTCCTTG	*
*Acta1*	Actin alpha 1	NM_009606	CCAAAGCTAACCGGGAGAA	CCCCAGAATCCAACACGA	*
*Cxcl7*	Chemokine (C-X-C motif) ligand 7	NM_023785	GCCCACTTCATAACCTCCA	ATCACTTCCACATCAGCACA	*
*Tfrc*	Transferrin receptor 1	NM_011638	TCATGAGGGAAATCAATGATCGTA	GCCCCAGAAGATATGTCGGAA	QPPD, 1607
*Scd1*	Stearoyl-Coenzyme A desaturase 1	NM_009127	TGGGTTGGCTGCTTGTG	GCGTGGGCAGGATGAAG	QPPD, 1847
*Adn*	Adipsin, complement factor D	NM_013459	AACCGGACAACCTGCAATC	CCCACGTAACCACACCTTC	*
*Mup1*	Major urinary protein 1	NM_031188	CTCTATGGCCGAGAACCAGA	AGCGATTGGCATTGGATAGG	*
*Dnajb1*	DnaJ (Hsp40) homolog, subfamily B, member 1	NM_018808	CGACCGCTATGGAGAGGAA	GCCACCGAAGAACTCAGCA	*
*Hspa1b*	Heat shock protein 1B	NM_010478	GAGGAGTTCAAGAGGAAGCA	GCGTGATGGATGTGTAGAAG	*

* designed using Primer3

Each PCR reaction was performed in a total volume of 20 μl containing 0.5 μl of first strand cDNA, 1× of QuantiTect SYBR Green PCR Master Mix (Qiagen, Hilden, Germany), and 0.5 μM of each primer. Amplification and detection were carried out as follows: After an initial 15-min activation step at 95°C, amplification was performed in a 3-step cycling procedure: denaturation at 95°C, 15 s, ramp rate 20°C/s; annealing temperature determined according to the melting temperature for each primer pair, 20 s, ramp rate 20°C/s; and elongation at 72°C, 15s, ramp rate 20°C/s for 45 cycles and final cooling step. Melting curve analysis was always performed after the amplification to check PCR specificity. To quantify the levels of transcripts in the studied tissues, a standard curve was established for each gene using 5-fold serial dilutions of known concentrations of purified PCR products generated from the same primer sets. Every cDNA sample was tested in triplicate and the obtained crossing point (Cp) value facilitated the determination of the levels of starting message using a specific standard curve. The geometric mean of the 4 internal control genes was used as an accurate normalization factor for gene expression levels [63]. The normalization factor is always considered as a value of 100 and the final result is expressed as relative mRNA expression level.

### Statistical analyses

The mean values and standard deviations were calculated from the individuals in each group for the iron measurements and from technical triplicates for the Q-RT-PCR experiments. The Student's *t*-test (unpaired, 2-tailed) was used to analyze statistically the differences in iron content and in gene expression between control and iron loaded mice. Theoretically, the Q-PCR technology used herein can detect a minimum of 100 copies of starting material. In order to avoid wrong use of the statistical methods, these were not applied to data with raw values below 300 copies.

## List of Abbreviations

BMP- bone morphogenetic protein;

ELC- essential light chain;

HH- hereditary hemochromatosis;

LPL- lipoprotein lipase;

OD- optical density;

Q-RT-PCR - quantitative reverse-transcription PCR;

RGM- repulsive guidance molecule;

RLC- regulatory light chain.

## Authors' contributions

AR participated in sample collection and preparation, designed primers, carried out the Q-RT-PCR and drafted the manuscript. MH performed microarray data analysis. LK carried out microarray data analysis. REF, RSB and BRB provided materials, participated in experimental design and made critical reviewing of the manuscript. SP conceived the study, participated in its design and coordination, participated in sample collection and made critical reviewing of the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

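Rodriguez and coauthors measured mRNA in heart and skeletal muscle of 3 male C57BL/6 mice fed 2% carbonyl iron and 3 fed the control diet with 0.02% iron for 6 weeks, each sample on its own array (12 arrays, Illumina Sentrix Mouse-6 BeadChips). The sample labels give tissue, diet and replicate number, and all 12 arrays were mapped from them. The deposited sample files hold the signal intensity of each probe as the authors read it with BeadStudio, before normalization, with medians from 183 to 337 per array. The deposited series table holds intensity values that the authors quantile normalized. Of its values, 100% were whole multiples of 1/180 (tolerance 1e-04), the step that a mean over 18 arrays of signals with 1 decimal would have, and 50.3% at the next best number of arrays tested, while the series holds 12 arrays. That table served only as an alternative and to check the choice of the 2 heart arrays described below. No value of an array was missing, and no detection p-values were used.

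From the signals before normalization, quantile normalization over the 12 arrays and log2 without an offset gave the values used, in R 4.3.3. Diets were compared within each tissue with limma 3.58.1 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all 46133 probes and a threshold of 0.05. The difference between tissues was tested over all arrays with the mouse as a random block (consensus correlation 0.0717), heart and skeletal muscle of the same diet and replicate number being taken as 1 mouse (correlations of their deviations from the group means 0.0262 to 0.0998). Lists at 1.4-fold hold probes whose ratio of mean normalized signals passes that size. The 32 gene lists were fixed before the data were examined, but the paper's tables, made from these arrays, had been seen. They were tested with camera at an inter-gene correlation of 0.01, with an estimated correlation and fry as alternatives. Lists without the genes of the paper's tables were tested at 0.01 only. Probes were named from the platform annotation (17658 symbols, none updated), and 108 of 129 entries of Tables 1 to 4 were matched to a probe. No genome coordinates are given, since the sources used here name no build. The number of arrays limits the precision.

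Named genes are those the paper names for the arrays (their values in its tables had been seen), the 10 largest rises and falls past the threshold with non-overlapping arrays per tissue and for the tissue difference (where none passed, the 5 of smallest p in each direction), and up to 4 members of smallest p from each list. Rbm3 was chosen after the value of Cirbp was seen and before its own value was. These rules, the tests and the alternatives were set before the data were examined, except 2 alternatives added later (leaving out the 2 heart arrays, and array quality weights) and those tests of explanations that the closing section names as chosen after their results were seen. The 2 heart arrays are not named in the labels. They were picked as the 1 control and 1 high-iron array with the lowest median correlation with the other heart arrays. Leaving out the same pair brought most genes marked as from 2 hearts per diet to the fold changes of Tables 3 and 4. This was seen in the authors' table.

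The scripts were tested on simulated data with 200 probes changed among 46133, picked at random. Each probe had normal noise of its own real spread, drawn independently, so deviations shared between probes were not simulated. The shares recovered show how the scripts worked and not which changes the real arrays could detect. In heart, 59.7%, 97% and 98.5% of probes changed 1.5-, 2- and 3-fold were recovered. With 4 heart arrays these were 11.9%, 67.2% and 77.3%, and in skeletal muscle 77.6%, 98.5% and 100%. False calls were 4, 3 and 4 in the 3 simulations. A list shifted by -0.3 was called in each, and 0, 1 and 0 of the unshifted lists.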

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

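The tests of single specimens, of an effect in every mouse, of the 2 heart arrays (here and for the tissue difference), of the immediate early genes and of single arrays (in 3 forms, each given) were chosen only after their results had been seen.

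Transcripts of other tissues had different mean signals on the 2 diets in heart, among them Myl7, Myl4, Mybphl, Svs5, Svs4, Svs2, Svs1 and Ucp1. Of these 8 genes, 0 stayed past 1.4-fold in the same direction without their most extreme array, which was high-iron replicate 1 for 7 of them and control replicate 2 for Ucp1 (Svs2, at 1.26, was below 1.4-fold with all arrays at its brightest probe). Only 1 of the 8, Svs4, had arrays that did not overlap. This argues, weakly, against an effect of the diet on these genes in every mouse. The 8 are not independent, since 7 share 1 extreme array and all were taken from the paper's tables. The paper's Q-RT-PCR of Myl4 and Myl7 went upward, but on pooled RNA, which cannot show single mice. A candidate explanation is that single specimens held pieces of another tissue or chamber, and how they entered was not tested. The paper's tables, made from these arrays, hold 3 of 11 measured atrial, 4 of 9 seminal vesicle and 1 of 6 brown fat genes.

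No heart probe passed the threshold with all 6 arrays (limma, with 1180 at an unadjusted p under 0.05). Student's t-test gave 0 after adjustment. Leaving out control replicate 2 and high-iron replicate 1 gave 28 called probes. Any other pair of 1 control and 1 high-iron array gave at most 1, so the 2 arrays may widen the spread. They were picked as the least correlated with the other heart arrays, so the larger count without them is in part built in. Their deviations from the group means correlated at 0.636 across probes, which are not independent replicates, and 115 probes were lower on both by at least 1 on the log2 scale than on any other heart array, against 1 higher. In simulation with noise independent between probes, unlike these arrays, 11.9% of probes changed 1.5-fold were recovered with 4 arrays and 59.7% with 6. No biological explanation was tested.

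Heat shock and chaperone genes were lower as a list on the high-iron diet in both tissues with camera's preset correlation, and not with an estimated one (adjusted p = 0.462 in heart and 0.0843 in skeletal muscle). To check 1 control array as the whole cause, the control array whose absence brought the median nearest to 0 was left out. Without heart control replicate 2 the median was -0.187 (-0.285 with all arrays), with an unadjusted p of 0.018 from an estimated correlation (camera). Without skeletal muscle control replicate 3 it was -0.225 (-0.252), with 0.0117. Without any other array this p was 0.0513 (control replicate 1) to 0.0969 (high-iron replicate 3) in heart. In skeletal muscle it was at most 0.0137. With the preset correlation it was at most 3.58e-15 whichever array was left out. In skeletal muscle this argues, weakly, against 1 control array as the whole cause. In heart the median stayed below 0, but p passed 0.05 without each other array, so the test does not decide there. The heart array may account for part. Rbm3, a cold-inducible gene like Cirbp, had a log2 fold change of 0.29 in heart (standard error 0.10) and 0.19 in skeletal muscle (standard error 0.0880), the smaller ratio to its standard error being 2.13 and neither passing the threshold, so a lower temperature of the mice or their tissue at sampling may be involved. Stress at handling stays open, as does, untested, an effect of the diet itself. The immediate early list had a median of -0.27 in skeletal muscle and -0.0273 in heart. That difference had a p of 0.173 with an estimated correlation (4.14e-05 with the preset one, camera). Over the 4 heart arrays, chosen after the data were seen, the median in heart was 0.10, upward. The adjusted p there was 0.000233 (camera), and 0.600 with an estimated correlation, so this does not settle it.

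Without the 2 heart arrays, 6 probes had a log2 fold change in heart that differed from that in skeletal muscle at an adjusted p under 0.05 in the test of the difference (limma). Acta1 differed by -1.51 (adjusted p = 0.00301) and Fos by 1.83 (adjusted p = 0.00281). Slc25a25 differed by 1.20 (adjusted p = 0.0427), with 0.14 in heart. Mettl21c differed by 0.82 (adjusted p = 0.0129), with -0.0290 in heart. Of probes without a gene name, 770725 differed by 0.82 (adjusted p = 0.0249) and 105550685 by -1.21 (adjusted p = 0.0157). Over all 12 arrays no difference passed (limma, smallest adjusted p = 0.514; 1547 at an unadjusted p under 0.05, and 0 called with array quality weights).

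In skeletal muscle, 4 probes outside the paper's tables were higher on the high-iron diet (limma), each with all 3 high-iron arrays above all 3 control arrays. Fbxo32 had a log2 fold change of 0.47, Gadd45b of 0.42 (adjusted p = 0.0178) and Gucd1 of 0.38 (adjusted p = 0.0309). Probe 106450452, without a gene name, had 0.50 (adjusted p = 0.00256).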

How the results depend on the processing

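Both added alternatives, the 2 left-out heart arrays and the array weights, were chosen after the data were seen. Of the 46 muscle probes called, 45 were kept under normalization within each tissue, 34 in the authors' table, 46 with an offset of 50, 38 without dim probes, 37 with a trended robust prior and 45 with array weights. Median scaling left 0 called and one fit over all 4 groups 2, while an offset of 50 gave 74. Student's t-test gave 2427 at an unadjusted p under 0.05 and 0 after adjustment. For the arrays the paper states a fold-change filter and no test. Leaving out 1 array gave 27 to 65 (27 without high-iron replicate 1). The replicate block gave 77 in skeletal muscle and 0 in heart. Deviations from the group means of arrays with the same number correlated at 0.0989, 0.0217 and 0.0217 in skeletal muscle and -0.46, -0.544 and 0.488 in heart, not every array best with its own number, which does not pair them. Within each of the 4 groups the medians before normalization did follow the number (281 to 337 for number 1, 251 to 282.5 for number 2 and 183 to 193 for number 3), so the number may mark a processing batch that the labels do not name. With the block, 12 lists were called in heart and 7 in skeletal muscle, the heat shock list in both, and each number holds 1 array per group, which leaves no residual degrees of freedom within it. No heart probe was called in most settings, but 2 were with a trended robust prior and 5 in one fit over all 4 groups. When 1 array was left out 0 to 1 were called (1 without control replicate 1 or 2), and 28 without the 2 heart arrays. Student's t-test gave 1662 at an unadjusted p under 0.05 (0 adjusted). The heart list of higher expression held 83 probes from mean log2 signals, 14 with non-overlapping arrays only, 24 without the 2 arrays and 33 to 156 without 1 array (101 without control replicate 1, 129 without control replicate 3, 156 without high-iron replicate 1). That of lower expression held 87, 17, 20 and 46 to 118 (82 without control replicate 2, 58 without control replicate 3, 118 without high-iron replicate 2, 93 without high-iron replicate 3). The muscle list of higher expression held 11 to 21 without 1 array (21 without high-iron replicate 3). Genes higher in both tissues numbered 2 with non-overlapping arrays and 3 to 7 without 1 array (3 without skeletal muscle control replicate 2), and genes lower in both 6 with non-overlapping arrays, 4 without the 2 heart arrays and 4 to 12 without 1 array (4 without heart control replicate 2). The tissue difference called 6 without the 2 heart arrays and 0 to 1 without 1 array (1 without heart high-iron replicate 3). Of gene lists, 0 in either tissue passed with an estimated correlation or with fry, and in skeletal muscle 5 with median scaling, 4 in one fit over all 4 groups and 5 without the genes of the paper's tables, which were picked on these arrays, so that their removal moves a list by construction (2 of these 5, the FoxO and hypoxia lists, had not passed with them). The heat shock medians, -0.285 in heart and -0.252 in skeletal muscle, no longer passed with an estimated correlation (adjusted p = 0.462 and 0.0843) or with fry (0.696 and 0.0655). Without 1 array they ranged from -0.371 to -0.187 in heart (-0.187 without control replicate 2) and from -0.357 to -0.225 in skeletal muscle. The cause of these changes was not tested. Chip was not run as a block, since the sources used here give no chip for each array, and signal over background was not measured.

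The following are for heart unless muscle is named. Without the 2 heart arrays, the sign turned, to log2 fold changes of -1.01 (Myl7), -1.31 (Myl4), -0.28 (Mybphl), -0.0882 (Svs2), -0.0439 (Svs1), 0.0396 (Ucp1), 0.18 (Scd1), 0.0593 (Car3), -0.0562 (Gpx3), 0.0931 (Foxo1), 0.14 (Slc25a25), 0.0180 (Sod3) and fold changes of -2.61 (Myl7), -3.46 (Myl4), -1.24 (Mybphl), -1.03 (Svs1), 1.02 (Ucp1), 1.14 (Scd1), 1.03 (Car3). With array quality weights, the sign turned, to log2 fold changes of -0.0538 (Myl7), -0.37 (Myl4), -0.00168 (Myl3), 0.0369 (Foxo1), 0.0316 (Slc25a25). With normalization within each tissue, the sign turned, to log2 fold changes of -0.00588 (Myl3). With median scaling, the sign turned, to log2 fold changes of -0.0683 (Myl3). In the authors' normalized table, the sign turned, to log2 fold changes of -0.00342 (Myl3). As a mean over all probes of the gene, the sign turned, to log2 fold changes of -0.0248 (Slc11a2), 0.0136 (Neo1 in muscle). Over the fits that leave out 1 array in turn, these log2 fold changes changed sign, with the lowest and highest values: Myl7 -0.97 to 2.09, Myl4 -1.31 to 1.81, Mybphl -0.22 to 1.74, Svs2 -0.0602 to 0.45, Svs1 -0.0466 to 0.59, Scd1 -1.24 to 0.41, Fasn -0.90 to 0.0284, Car3 -0.98 to 0.15, Myl3 -0.11 to 0.12, Ppbp -0.89 to 0.00240, Slc11a2 -0.0210 to 0.16, Egr1 -0.39 to 0.98, Gpx3 -0.14 to 0.63, Sod1 -0.0779 to 0.16, Sod2 -0.16 to 0.0102, Cat -0.0373 to 0.0586, Foxo1 -0.0652 to 0.0442, Mettl21c -0.19 to 0.00213, Slc25a25 -0.18 to 0.0785, Slc11a2 in muscle -0.11 to 0.0334, Slc40a1 in muscle -0.0411 to 0.0949, Actc1 in muscle -0.94 to 0.0524, Foxo1 in muscle -0.0285 to 0.0610, Gpx3 in muscle -0.00662 to 0.29, Sod2 in muscle -0.00705 to 0.12, Cat in muscle -0.11 to 0.0404. These fold changes did so too: Myl7 -2.36 to 16.6, Myl4 -3.13 to 14.0, Mybphl -1.18 to 6.71, Svs1 -1.03 to 1.63, Scd1 -3.83 to 1.37, Fasn -2.22 to 1.03, Car3 -2.40 to 1.10, Ppbp -2.18 to 1.00.

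With 3 arrays per diet there are 10 splits, too few for a share under 0.05. As many probes as the real split were called by 10 of 10 splits in heart (real 0, highest other 0), by 1 of 10 in skeletal muscle (real 46, highest other 33) and by 10 of 10 for the tissue difference (real 0, highest other 0). As many lists were called by 3 of 10 in heart (real 9, highest other 10) and by 3 of 10 in skeletal muscle (real 8, highest other 8).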

Differences from the paper's values

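For the entries of Tables 1 to 4 matched to a probe, 45 muscle fold changes all had the paper's sign and a median ratio to the paper's of 0.994. In heart, 40 of 41 entries that the paper marks as from 3 hearts per diet had its sign (median ratio 1.00) and 20 of 22 that it marks as from 2 (0.929; 0.983 without the 2 arrays, a choice made after the data were seen).

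A gap counts here as closed when the sign is the paper's and the sizes differ by no more than the spread of the ratio. That spread combines the SDs of the 2 diets over all arrays of the tissue, so a closed gap need not be a close value. For a further entry of Cdkn1a in skeletal muscle the paper gives -1.42, and the value here was -1.58 at the brightest probe (-1.37 at its other probe). None of the 12 alternatives closed the gap at the brightest. The paper's fold change of Svs2 in heart is 2.61, and the value here was 1.26 at the brightest probe, where none of 13 alternatives closed the gap, while the other probe gave 2.44, and 2.71 in the authors' table. For Eef2 in heart the paper gives -1.40 and the brightest probe here gave 1.05, again with no alternative that closed the gap there, while the other probes gave -1.33 and -1.28, and -1.40, the paper's value, and -1.28 in the authors' table. Cirbp in heart is 1.49 in the paper and 1.32 here, and the gap closed in the authors' table, with the 2 arrays left out for genes given for 2 hearts per diet, and without control replicate 2 or 3. Egr1 is 1.46 in the paper and -1.32 here. Its spread was wide, at 1.68, so closing shows little more than the paper's sign. By that rule the gap closed with mean log2 signals, with those 2 arrays left out, and without control replicate 2. For a further entry of Dkk3 the paper gives -1.61 and the value here was 2.00. With a spread as wide, at 2.7, the gap closed with those 2 arrays left out and without high-iron replicate 1. Pofut2 is -1.40 in the paper and -1.26 here, and the gap closed in the authors' table. Leaving out the 2 arrays for such genes was set beforehand only for the case that the sources used here identify them, which they do not, and the pair was chosen after the data were seen. The paper marks its values of Cirbp, Egr1, the further Dkk3 entry and Pofut2 as measured in 2 high-iron and 2 control hearts, while the values here are over 3 and 3. Without control replicate 2 and high-iron replicate 1, the fold changes were 1.39 for Cirbp, 1.45 for Egr1, -1.58 for Dkk3 and -1.29 for Pofut2. Leaving out this pair was also seen to bring such genes to the paper's values in the authors' table. Closeness to the paper is therefore in part built in. The other alternatives set before the data were examined left each gap open.

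The paper names 14 genes higher and 40 lower in skeletal muscle and 35 and 40 in heart at its 1.4-fold threshold, and 7 and 9 shared. The counts here, of probes for each tissue, were 13 and 41, 40 and 36, and 5 and 10. Of the genes of Table 3 matched to a probe, 29 of 30 had the paper's direction and 21 were past 1.4-fold at the brightest probe, and of those of Table 4, 31 of 33 and 22. Over the 4 heart arrays, chosen after the data were seen, the direction was the paper's for 23 and 29, and 12 and 8 passed the test (limma), which none did over all 6, with the same limit on the choice of arrays. The paper states that Myl4 and Myl7 were induced in heart. Without high-iron replicate 1 both had a negative log2 fold change, which did not pass the test (limma, adjusted p = 0.998 for each), and with all arrays a positive one, which did not pass either. The paper's Q-RT-PCR on pooled RNA had the upward direction.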

Other observations

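Values over the 4 heart arrays, without control replicate 2 and high-iron replicate 1, come from a choice made only after the data were seen. In heart, 3 further lists passed with camera's preset correlation, with medians given as log2 fold changes. Of 9 measured seminal vesicle genes, 0 passed as higher and 0 as lower (0 and 0 adjusted over the list alone), with a median of 0.24 (adjusted p = 0.00893; adjusted p = 0.513 with an estimated correlation). Its median was -0.0562 over the 4 arrays, and without the 4 genes of the paper's tables the adjusted p was 0.249. Of 16 measured circadian clock genes, 0 passed as higher and 0 as lower (0 and 0 adjusted over the list alone), with a median of -0.0889 (adjusted p = 0.0322; adjusted p = 0.462 with an estimated correlation). Of 14 measured hypoxia targets, 0 passed as higher and 0 as lower (0 and 1 adjusted over the list alone), with a median of -0.0373 (adjusted p = 0.0322; adjusted p = 0.462 with an estimated correlation). With 4 heart arrays the circadian median was -0.0350 (adjusted p = 0.553) and that of the hypoxia targets -0.0238 (adjusted p = 0.255), so that both calls ended. In skeletal muscle the liver markers passed. Of 14 measured liver markers, 0 passed as higher and 0 as lower (0 and 1 adjusted over the list alone), with a median of -0.11 (adjusted p = 0.0101; adjusted p = 0.562 with an estimated correlation). Without the 2 genes of the paper's tables the call of the liver markers ended (adjusted p = 0.0799).

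Over the 4 heart arrays, 5 lists that had not passed over all 6 did so. Of 25 measured immediate early genes, 2 passed as higher and 0 as lower (2 and 0 adjusted over the list alone), with a median of 0.10 (adjusted p = 0.000233; adjusted p = 0.600 with an estimated correlation). Of 9 measured platelet markers, 0 passed as higher and 0 as lower (0 and 3 adjusted over the list alone), with a median of -0.15 (adjusted p = 0.00131; adjusted p = 0.600 with an estimated correlation). Of 8 measured erythroid markers, 0 passed as higher and 0 as lower (0 and 0 adjusted over the list alone), with a median of -0.11 (adjusted p = 0.0376; adjusted p = 0.635 with an estimated correlation). Of 9 measured endothelial markers, 0 passed as higher and 0 as lower (0 and 1 adjusted over the list alone), with a median of -0.0749 (adjusted p = 0.0422; adjusted p = 0.600 with an estimated correlation). Of 7 measured fetal cardiac program genes, 1 passed as higher and 1 as lower (1 and 2 adjusted over the list alone), with a median of -0.14 (adjusted p = 0.0210; adjusted p = 0.601 with an estimated correlation).

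Over all 12 arrays, the change with diet of the immediate early list was higher in heart than in skeletal muscle by a median of 0.15 (adjusted p = 0.00132, camera). The medians themselves were below 0, at -0.0273 in heart and -0.266 in skeletal muscle. For the seminal vesicle list the change with diet was higher in heart by 0.30 (adjusted p = 0.0250). In heart alone over the 4 arrays, the seminal vesicle list had a median of -0.0562 (adjusted p = 0.751, camera), so its call there ended. For this tissue difference an estimated correlation was tried only with the immediate early list. Its p was then 0.173 (camera), which does not pass. No single probe passed. Those of smallest p included probe 770725 (0.83), Mettl21c (0.73) and Fos, with the change in heart above that in skeletal muscle. For Acta1 (-1.30), Gadd45b (-0.44), Frmd5 (-0.63) and Abat (-0.56) it lay below. Some probes without a gene name, not listed here, had a smaller p than Fos above or than Frmd5 and Abat below. In heart over all arrays, those of smallest p also included Srsf5 at 0.41 (adjusted p = 0.857) and a probe without a gene name at -0.64.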
